# Heart-Specific and Conditional Deletion of the *Immt* Gene Reveals Its Role in Regulating Mitochondrial Structure and Total Heart Metabolism

**DOI:** 10.3390/cells15060505

**Published:** 2026-03-12

**Authors:** Yasuhide Kuwabara, Caitlin Keezer, Suh-Chin J. Lin, Akanksha Rajput, Jeffery D. Molkentin

**Keywords:** mitochondria, cardiac hypertrophy, cardiomyocyte, metabolism, mitophagy

## Abstract

**Highlights:**

**What are the main findings?**

- The *Immt* gene (Mic60) is required in the mouse heart to maintain mitochondrial structure and function.
- Loss of mitochondria in the heart is eventually lethal, although compensation and temporary metabolic function are preserved by a unique mitochondrial stress response.

**What are the implications of the main findings?**

- Inducible loss of Mic60 in the heart can be used as a model to investigate mitochondrial renewal and biogenic programs in vivo.
- Inducible loss of Mic60 in the heart can also suggest novel metabolic pathways that are induced in the heart to compensate for the loss of mitochondrial oxidative function.

**Abstract:**

Mitochondria comprise ~1/3rd of the volume of an adult ventricular cardiomyocyte. The gene *Immt* encodes the Mic60/Mitofilin protein that is hypothesized to organize the mitochondrial contact site and cristae organization system (MICOS) complex that generates mitochondrial cristae junctions between the inner and outer membranes. To investigate the function of the *Immt* gene in the mouse heart, we generated and characterized mice in which this gene was specifically deleted in the mouse heart using a loxP-targeted allele (*Immt^fl^*^/*fl*^) and either the constitutive heart-specific Myh6-Cre transgene or the conditional Myh6-MerCreMer transgene, each of which showed lethality in several weeks. Hearts from these mice showed progressive hypertrophic cardiomyopathy and failure with lost contractility and lung edema. At the ultrastructural level, hearts from these mice showed extreme abnormalities in mitochondrial architecture characterized by lost cristae junctions, stacking of the inner mitochondrial membranes, mitophagy and areas with complete absence of mitochondria. Analysis of mitochondria showed loss of the MICOS complex of proteins as well as loss of mitochondrial membrane potential (Δψ) and increased expression of mitophagy proteins and mitochondrial biogenesis transcription factors. Hearts from these mice also showed widespread cardiomyocyte necrosis and induction of the universal mitochondrial stress response at the mRNA level, as well as major alterations in cardiac metabolites, suggesting greater use of glucose, ketones and amino acids. We conclude that the *Immt* gene is required for cardiac mitochondrial structure and function, although the ensuing mitochondrial stress response provides molecular clues as to how the heart can compensate metabolically and maintain viability for weeks after mitochondria are absent or unfunctional.

## 1. Introduction

The human heart consumes 6 kg of ATP each day to drive contractility and ion gradients that are required to pump blood [1]. Nearly all of this high-energy phosphate needed each day is generated by mitochondria in the process known as oxidative phosphorylation and the generation of an electrical–chemical gradient. Mitochondria contain two membranes, the outer mitochondrial membrane (OMM) that partitions the organelle from the rest of the cytoplasm and the inner mitochondrial membrane (IMM) that contains the enzymatic complexes whereby substrate utilization generates this electrical–chemical gradient that the ATP synthase (F_1_F_O_-ATPase) uses to generate ATP [1,2]. In the heart, the IMM is highly elaborated and stacked to amplify the effect of this electrochemical gradient for a given amount of mitochondrial area [3]. These stacks of IMM contract the OMM at the cristae junctions (CJ) that are organized by the MICOS complex, comprising Mic60 (mitofilin), Mic10, Mic19, Mic25, Mic13, Mic23/26, Mic27 and possibly Mic14 [3,4], and these proteins are conserved from yeast to vertebrates. This IMM MICOS complex interacts with proteins in the OMM by binding to the translocase of the outer mitochondrial membrane (TOM) family and the sorting and assembly machinery (SAM) family, with representatives being Tom40 and Sam50 [3,4,5]. This MICOS supercomplex is also thought to help organize the enzymes involved in the electron transport chain, the mitochondrial uniporter (MCU) complex and adenine nucleotide translocator (ANT) and phosphate carrier (PIC) for efficient function in generating ATP [6]. The MICOS complex might also be critical in serving as an anchor point with the voltage-dependent anion channel (VDAC) in the OMM for attachment to structures such as the sarcoplasmic reticulum (SR) or attachment to microtubules or intermediate filaments in positioning these organelles within tissues [7,8,9]. Indeed, desmin is thought to directly bind to mitochondria through Mic60 in positioning these organelles within a highly ordered array deep within the sarcomeres of heart and skeletal muscle to provide local ATP [8,9].

In vertebrates, loss of Mic19 or Mic25 results in disassembly of the MICOS complex, similar to loss of Mic60 with siRNA approaches that resulted in defective cristae architecture and loss of the MICOS complex [10,11,12,13]. More recently, mice with global but temporally inducible deletion of the *Immt* gene (Mic60 protein) using a *Rosa26*-CreERT2 approach were shown to be lethal within 12 days of tamoxifen challenge, resulting in severe alterations in mitochondrial architecture and widespread tissue abnormalities [14]. These results suggest that Mic60 and the MICOS complex are critical to mitochondrial function in vivo, although another parallel question we sought to address is the metabolic importance of Mic60 and mitochondria in general in maintaining cardiac function in vivo. For example, mice with heart-specific deletion of genes necessary for mitochondrial function, such as *Tfam* [15], *Twnk* [16,17], *Lrpprc* [18], *Polrmt* [19], or *Mterf4* [20], resulted in lethality when using a constitutive cardiac-specific Cre expressing transgene, likely due to complete loss of mitochondrial oxidative phosphorylation (OXPHOS) capacity [21]. Here, we deleted the *Immt* gene from the heart using two approaches, each of which caused lethality in mice and a near-complete loss of mitochondrial function and integrity. Remarkably, these mice lived up to 10–12 weeks of age despite the loss of mitochondrial function by inducing a compensatory mitochondrial stress response gene signature that suggests ongoing mitochondrial biogenesis with mitophagy, as well as the induction of metabolic shunt pathways that allows greater use of glucose and other substrates.

## 2. Materials and Methods

### 2.1. Animals

The conditional *Immt* (Mic60) mouse line was created from an embryonic stem (ES) cell clone HEPD0570_5_G06 using a knock-out first allele (*Immt^tm1a(EUCOMM)Hmgu^*), purchased from European Mouse Mutant Cell Repository (EuMMCR). ES cell aggregation with 8-cell embryos was used to generate chimeric mice for this *Immt* locus. Germline transmitting male chimeras were crossed with *Rosa26-FLPe* females (#009086, B6.129S4-*Gt(ROSA)26Sor^tm1(FLP1)Dym^*/RainJ, the Jackson Laboratory, Bar Harbor, ME, USA) to remove the neomycin cassette and to generate a conditional allele with loxP sites flanking exon 4 of the *Immt* locus. Transgenic mice with the α-myosin heavy chain (Myh6) promoter directing Cre recombinase (Myh6-Cre Tg) or an inducible Myh6-MerCreMer line in the C57BL/6 background were described previously [22]. Both transgenic lines are also at the Jackson Laboratory (#009074: Tg(Myh6-cre)1Jmk/J: Myh6-Cre and #005650: *A1cf^Tg(Myh6-cre^*^/Esr1*)1Jmk^/J: Myh6-MerCreMer). Since the Myh6-Cre Tg line is X-linked, only male mice were used in the experiments involving *Immt* gene-deleted mice. However, both sexes were utilized in Myh6-MerCreMer inducible *Immt* gene-deleted mice. As control mice of *Immt^fl^*^/*fl-Myh6-Cre*^ mice, male *Immt*^+/+*-Myh6-Cre*^ mice were used. *Ppif* gene-targeted mice were also generated previously in the C57BL/6 background [23], also held at the Jackson Laboratory (#009071, B6;129-*Ppif^tm1Jmol^*/J). To ablate the *Immt* locus temporally with the Myh6-MerCreMer line, tamoxifen (T5648, Sigma-Aldrich, St. Louis, MO, USA) was dissolved in corn oil (C8267, Sigma-Aldrich), and the solution was injected intraperitoneally into *Immt^fl^*^/*fl-Mhy6-MCM*^ mice at 6 weeks of age at a dose of 40 mg/kg body weight 3 times every other day. *Immt*^+/+*-Mhy6-MCM*^ mice were used as a control. The individual mouse was considered the experimental unit unless otherwise noted. Sample sizes were determined empirically.

### 2.2. Animal Welfare and Ethics

Animals were handled in accordance with the principles and procedures of the Guide for the Care and Use of Laboratory Animals. All proposed procedures were approved by the Institutional Animal Care and Use Committee (IACUC) at Cincinnati Children’s Hospital Medical Center (CCHMC) in the USA. The IACUC ID is 2024-0043 and the approval date is 4 September 2024. Animal groups and experiments were handled in a blinded manner where possible. There is no excluded mouse during the experiments. Randomization was not performed, given that all mice were of the same genotype and identical strain, and only age-matched littermates were compared. ARRIVE guidelines were followed in all mouse experimentation [24]. No human materials or subjects were used. All mice were housed in a germ-free barrier environment with free access to food and water, with 14 h day/10 h night cycles, and observed every day by veterinary staff. Pain management in mice is discussed below.

### 2.3. Echocardiography

Mice were anesthetized by 3% isoflurane for induction of anesthesia, which was maintained with 1.7% isoflurane during echocardiography. Images were recorded on the ventral side of the chest in a blinded manner. The echocardiography was conducted using Vevo 3100 (Fujifilm Visualsonics, Toronto, ON, Canada). The Vevo images were analyzed by Vevo Lab software (Fujifilm Visualsonics, software version 5.10.0). Parameters, including ejection fraction (EF), were determined using M-mode images. The analyses were also conducted in a blinded manner.

### 2.4. Survival Analysis

Animal care technicians, under the supervision of 2 veterinarians, monitored the mice every day and assessed well-being according to the IACUC-approved guidelines for this study. If mice were deemed excessively moribund, they were first treated by placing gel diet on the bottom of the cage that also hydrates, but if they progressed and were no longer able to acquire nutrients and hydration, the mice were removed from the study and euthanized (this was considered a death event in the survival studies), as approved within the IACUC protocol and guidelines by the Office of Laboratory Animal Welfare.

### 2.5. Western Blot

Tissue homogenization and Western blotting were conducted as described previously [22]. Briefly, tissue samples were homogenized in 10 mM Tris (pH 7.5), 150 mM NaCl, 4% glycerol, 0.5 mM NaMetabisulfite, 1% Triton X-100, 0.05% sodium dodecyl sulfate (SDS), 0.1% NaDeoxycholate with complete mini proteinase inhibitor cocktail (#04693124001, Roche, Basel, Switzerland) and 100× EDTA (500 mM) just before homogenization. After homogenization, the supernatant was centrifuged at 14,000× *g* for 15 min at 4 °C. The supernatant was then snap-frozen by liquid nitrogen and stored in a −80 °C freezer until use.

Protein concentrations of the homogenates were determined by the DC protein assay kit (#5000112, Bio-Rad, Hercules, CA, USA), and then the samples were subjected to Western blotting, prepared by adding 5× SDS loading dye and boiled at 97 °C for 10 min. The samples were subjected to polyacrylamide gel electrophoresis (PAGE). The gels were then transferred to Immobilon-P PVDF membranes (#IPVH00010, Millipore Sigma, Burlington, MA, USA). The membranes were blocked with a 5% milk protein solution in 1× phosphate-buffered saline (PBS) for 1 h and then incubated with primary antibody diluted as indicated below in 5% milk protein/Tris-buffered saline with 0.1% Tween 20 (TBST) at 4 °C overnight. The membranes were then washed with TBST and incubated with secondary indicator antibody (IRDye secondary antibodies, LI-COR, 1:3000) in 5% milk protein/TBST with 0.01% SDS at room temperature for 1 h. After washing with TBST 3 times, the membranes were then scanned by the Odyssey CLx imaging system with Image Studio software version 6.1 (LI-COR, Lincoln, NE, USA).

Primary antibodies used for Western blots were anti-Mitofilin (Mic60 or Immt) (#10179-1-AP, Proteintech, Rosemont, IL, USA, 1:1000), anti-Mic19 (#25625-1-AP, Proteintech, 1:1000), anti-Sam50 (#28679-1-AP, Proteintech, 1:1000), anti-PINK1 (#BC100-494, Novus Biologicals, Centennial, CO, USA, 1:1000), anti-LC3 (#3868, Cell Signaling Technology, Danvers, MA, USA, 1:1000), anti-p62/SQSTM1 (#P0067, Sigma Aldrich, 1:1000), anti-LAMP2 (#ABL-93, Developmental Studies Hybridoma Bank, 1:50), anti-LIMPII (#ab176317, abcam, Cambridge, UK, 1:1000), anti-PGC1α (#ab54481, abcam, 1:1000), anti-PGC1β (#ab176328, abcam 1:1000), anti-MFN2 (#9482, Cell Signaling Technology, 1:1000), anti-MFN1 (#ab104274, abcam, 1:750), anti-Ubiquitin (#sc-8017, Santa Cruz, Dallas, TX, USA, 1:200), anti-GAPDH (#10R-G109A, Fitzgerald, Acton, MA, USA, 1:5000), anti-Mic26 (#MA5-15493, Thermo Fisher Scientific, Waltham, MA, USA, 1:1000), anti-Mic27 (#28514-1-AP, Proteintech, 1:1000), anti-Mic10 (#31561-1-AP, Proteintech, 1:500), anti-SESN2 (#10795-1-AP, Proteintech, 1:1000), anti-cGas (#31659, Cell Signaling Technology, 1:1000), anti-cMYC (#10828-1-AP, Proteintech, 1:2000), anti-GSDMA (#30354-1-AP, Proteintech, 1:2000), anti-OPTN (#10837-1-AP, Proteintech, 1:5000), anti-OPA1 (#ab157457, abcam, 1:1000), and anti-DRP1 (#8570, Cell Signaling Technology, 1:1000).

### 2.6. RNA Isolation, Bulk RNA Sequencing, and Bioinformatic Analysis

Total RNA was isolated with TRIzol reagent (#15596018, Thermo Fisher Scientific) from heart tissue as previously described [25]. RNA quality was assessed by RNA 6000 Nano Assay (#5067-1511, Agilent, Santa Clara, CA, USA). Library preparation and Illumina platform bulk RNA sequencing were carried out by Illumina Inc. (San Diego, CA, USA) using Novaseq 6000 for the 20-week RNA data or Plasmidsaurus, South San Francisco, CA, USA (10 M deduplicated Illumina reads) for the 10-week RNA data. Bioinformatic analysis of the RNA sequencing data was performed to show differentially expressed genes (DEGs) in hearts of *Immt^fl^*^/*fl-Myh6-MCM*^ mice versus *Immt*^+/+*-Myh6-MCM*^ mice at 20 weeks after tamoxifen injection. The RNA-seq data sets are deposited in the Gene Expression Omnibus (GEO) repository as accession number GSE312894. We also examined hearts of *Immt^fl^*^/*fl-Myh6-MCM*^ mice at 10 weeks after tamoxifen injection versus age-matched *Immt*^+/+*-Myh6-Cre*^ mice. The RNA-seq data sets are deposited in the GEO repository as accession number GSE322575. For the *Immt* dataset, a volcano plot was generated using ggplot2 by plotting log_2_fold-change (log_2_FC) against log_10_(adjusted *p*-value), with genes classified as upregulated, downregulated, or not significant according to adjusted *p*-value < 0.05 and |log_2_FC| > 1. Horizontal and vertical dashed lines indicate the adjusted *p*-value and fold-change cutoffs. Gene ontology enrichment analysis for hearts of *Immt^fl^*^/*fl-Myh6-MCM*^ mice was performed on the subset of upregulated genes (log_2_FC > 2, *p*_adj_ < 0.05) using clusterProfiler version 3.15+ and the org.Mm.eg.db annotation package, restricting the analysis to biological process terms and applying Benjamini–Hochberg correction. The top 20 categories were visualized as a custom dot plot showing gene counts and adjusted *p*-values. For the six-model comparison, RNA-seq datasets for cardiac-specific *Tfam*, *Twnk*, *Lrpprc*, *Polrmt*, and *Mterf4* knockout mouse models were obtained from Supplementary File 4 in a previous report [21]. The raw RNA-seq data for these 5 heart-specific gene-deleted mice were also deposited in the GEO repository under accession number GSE96518. Each dataset was processed in R to extract gene symbols. If genes have a Benjamini–Hochberg adjusted *p*-value < 0.05 and log_2_FC > 2, the genes were considered as DEGs. Log_2_FC values of the DEGs overlapping all six knockout mice were assembled into a matrix (*Immt*, Twnk, *Tfam*, *Polrmt*, *Lrpprc*, *Mterf4*) and displayed as a clustered heatmap using ComplexHeatmap with a blue–white–red color scale to represent relative down- and upregulation.

### 2.7. Immunohistochemistry

Immunohistochemistry was conducted as described previously [22]. Briefly, mouse hearts were perfused with relaxing buffer for 5 min, followed by perfusion fixation with 4% paraformaldehyde (PFA) for 5 min. The hearts were excised and immersed in 4% PFA for 5 h at 4 °C. After washing 3 times in 1× PBS, the tissue was embedded in O.C.T. compound (#4583, Tissue-Tek, Torrance, CA, USA). The frozen blocks were cut using a cryostat (#CM1860, Leica, Wetzlar, Germany) at −20 °C to generate 7 µm thick sections. The sections were washed with 1× PBS 3 times, and then incubated in 0.1% Triton X-100/1× PBS for 10 min. Blocking was conducted using 5% goat serum in 1× PBS for 15 min and primary antibodies were added for overnight incubation. The primary antibodies were rabbit anti-Mic19 (#25625-1-AP, Proteintech, 1:200), rat anti-CD45 (#14-0451-82, Thermo Fisher Scientific, 1:250), rat anti-CD68 (#ab53444, abcam, 1:200), and mouse anti-ACTN2 (A7811, Millipore Sigma, 1:300). The next day, the slides were washed with 1× PBS 3 times and secondary antibodies were added with 1:400 dilution. The secondary antibody was Alexa Fluor 568 goat anti-rabbit IgG (#A-11011, Invitrogen, Carlsbad, CA, USA), Alexa Fluor 568 goat anti-rat IgG (#A-11077, Invitrogen), and Alexa Fluor 488 goat anti-mouse IgG1 (#A-21121, Invitrogen). For membrane staining, Alexa Fluor 488-conjugated wheat germ agglutinin (WGA) (#W11261, Thermo Fisher Scientific) was also added together with the secondary antibody. After 1 h incubation at room temperature, the slides were washed with 1× PBS 3 times and mounted using ProLong Diamond antifade mountant with 4′,6-diamidino-2-phenylindole (DAPI) (#P36962, Thermo Fisher Scientific). The images were captured using an A1 confocal microscope with NIS-elements software version 6.10.01 (Nikon, Tokyo, Japan).

### 2.8. Measurement of Cardiomyocyte Cross-Sectional Area

Heart frozen blocks prepared as described above were used for 7 μm thick sections of the heart’s short axis. After Alexa Fluor 488-conjugated WGA (#W11261, Thermo Fisher Scientific) staining, the images of the base of left ventricular papillary muscles were taken and at least 500 cardiomyocyte cross-sectional areas (CSA) were measured. The average was considered as the cardiomyocyte CSA of the heart.

### 2.9. Evans Blue Dye Uptake Experiment In Vivo

Evans blue dye (EBD) (#E2129, Sigma-Aldrich) at 100 mg/kg body weight was injected intraperitoneally and 24 h later, the heart was excised. After washing in ice-cold PBS, the heart was directly embedded in O.C.T. compound (#4583, Tissue-Tek). The frozen blocks were cut using a cryostat (#CM1860, Leica) to generate 7 μm thick sections. For membrane staining, Alexa Fluor 488-conjugated WGA (#W11261, Thermo Fisher Scientific) staining was conducted for 1 h at room temperature. The images were captured using an A1 confocal microscope with NIS-elements software (Nikon). The EBD-positive cardiomyocytes were observed directly by the Texas Red channel.

### 2.10. Mitochondrial DNA Quantification

Mitochondrial DNA (mtDNA) was quantified as described previously [26]. Briefly, DNA was extracted from ~10 mg of heart tissue using a KingFisher Flex benchtop automated extraction instrument (#5400620, Thermo Fisher Scientific). The extracted DNA was diluted to 20 ng/mL and quantitative PCR was conducted on both *Cox1* for the mtDNA and *Actb* for a nuclear DNA (nucDNA) with SsoAdvanced Universal SYBR Green Supermix (#1725274, Bio-Rad) in CFX Opus 96 Real-Time PCR System (#12011319, Bio-Rad). mtDNA/nucDNA was calculated by the 2^−ΔΔCt^ method. Primer sequences used are as follows. mmu-*Cox1* Forward: 5′-TCTGTTCTGATTCTTTGGGCAC-3′ and mmu-*Cox1* Reverse: 5′-AGCCAATAGACATTATTGCTCATAC-3′. mmu-*Actb* Forward: 5′-CTGTCGAGTCGCGTCCACC-3′ and mmu-*Actb* Reverse: 5′-CAGTGAGGTACTAGCCACGAGA-3′.

### 2.11. Transmission Electron Microscope Analysis

Hearts were perfused with relaxation buffer (100 mM KCl, 5% Dextrose, 30 mM 2,3-Butanedione monoxime in 1× PBS) for 5 min, followed by perfusion with fixation buffer (1% PFA, 2% glutaraldehyde in 100 mM sodium cacodylate, pH 7.4) for 5 min. The hearts were then removed and sectioned into 0.5 mm squares and placed in fixation buffer overnight. Post-fixation was conducted in 1% OsO_4_ for 2 h. Ultrathin sections were counterstained with uranyl acetate and lead salts as described previously [22]. Images were obtained using an HT7800 transmission electron microscope (Hitachi, Tokyo, Japan) connected to a digital camera (AMT, Woburn, MA, USA, Biosprint16) in a blinded manner.

### 2.12. TMRE Staining in Adult Cardiomyocyte

Adult cardiomyocytes were enzymatically isolated with Langendorff perfusion [27] and individual cardiomyocytes were plated on µ-Slide 4 well (#80426, ibidi, Gräfelfing, Germany) coated with laminin as detailed previously [28]. After 90 min incubation, the media was changed to 50 nM tetramethylrhodamine ethyl ester (TMRE) (#T669, Thermo Fisher Scientific) in 1× PBS and the cardiomyocytes were incubated for 60 min. Then, the media was replaced with 1× PBS and images were captured using an A1 confocal microscope with NIS-elements software (Nikon).

### 2.13. Metabolomics Analysis

All nuclear magnetic resonance (NMR) spectroscopy and metabolomics analysis were performed at the Translational Metabolomics Facility (RRID: SCR_022636) in Cincinnati Children’s Hospital Medical Center [29]. Briefly, mouse heart tissue was homogenized in PowerBead Tubes with 2.8 μm ceramic beads (#13114-50, Qiagen, Venlo, The Netherlands) at 5000× *g* for 30 s twice at room temperature. Modified Bligh and Dyer extraction was performed to obtain polar metabolites [30,31,32]. NMR samples were prepared in 103.5 mm × 5 mm NMR tubes (Bruker, Billerica, MA, USA) with 600 mL NMR buffer, which is 100 mM phosphate buffer (pH 7.3), 1 mM 3-trimethylsilyl 2,2,3,3-d4 propinoate (TMSP), and 1 mg/mL sodium azide in D_2_O. All NMR spectra were acquired on a Bruker Avance III HD 600 MHz spectrometer with a 5 mm, BBO Prodigy probe and processed with Topspin 3.6 software (Bruker Analytik, Rheinstetten, Germany). Chemical shifts were assigned to metabolites based on 1D ^1^H, 2D TOCSY and HSQC NMR experiments with reference spectra found in databases, Human Metabolome Database (HMDB) [33], and Chenomx NMR Suite profiling software (Chenomx Inc., Edmonton, AB, Canada, version 8.1). The concentrations of the metabolites in polar extracts were calculated using Chenomx software based on the internal standard, TMSP (1 mM). Through this metabolomics analysis, 45 metabolites were quantified in all 6 heart samples, including 3 controls and 3 *Immt* gene-deleted hearts. Metabolite concentrations were normalized to the original tissue weights and utilized for the subsequent data analyses using R Studio version 2026.01.1 and MetaboAnalyst 5.0 [34].

### 2.14. Statistics

For the analysis of two groups, we first assessed whether the data were normally distributed unless otherwise noted. If the data were normally distributed, we performed unpaired two-tailed t-tests. If not, we performed Mann–Whitney (non-parametric) tests. For more than 2 groups, one-way analysis of variance (ANOVA) with Tukey’s post hoc test was performed. In metabolome analysis, we conducted unpaired two-tailed t-tests for metabolites. For survival analysis, the log-rank test was conducted. A *p*-value less than 0.05 was considered statistically significant. All statistical analyses were conducted using GraphPad Prism 10 (GraphPad Software, San Diego, CA, USA) unless otherwise noted.

## 3. Results

### 3.1. Cardiomyopathic Phenotype in Heart-Specific Immt Gene-Deleted Mice

To investigate the role that Mic60 protein plays within the MICOS complex in organizing mitochondrial structure and function in the mouse heart, we crossed *Immt*-loxP (fl) targeted mice with transgenic mice expressing Cre recombinase from the Myh6 promoter that normally drives cardiac-specific expression of the α-myosin heavy chain protein (see Materials and Methods and Figure 1A). Hearts were taken from control (*Immt*^+/+*-Myh6-Cre*^) versus *Immt^fl^*^/*fl-Myh6-Cre*^ mice at 8 weeks of age to assess protein expression. The data show efficient deletion of the *Immt* gene by loss of Mic60 protein, as well as major reductions in Mic19, Sam50, Mic26, and Mic27 of the greater MICOS complex in hearts of *Immt^fl^*^/*fl-Myh6-Cre*^ mice versus control (Figure 1B). Moreover, immunohistochemistry from these same hearts showed an almost complete loss of Mic19 protein in mitochondria from *Immt^fl^*^/*fl-Myh6-Cre*^ mice versus control (Figure 1C). *Immt^fl^*^/*fl-Myh6-Cre*^ mice failed to survive beyond 12 weeks of age versus control lines, indicating that deletion of this gene results in early adulthood lethality (Figure 1D) with extreme cardiomyopathy (Figure 1E). Indeed, echocardiographic assessment of ventricular function in 8-week-old *Immt^fl^*^/*fl-Myh6-Cre*^ mice versus control showed a significant loss of cardiac systolic function (Figure 1F), as well as cardiac hypertrophy measured by assessment of ventricular weight to body weight, and pulmonary edema measured by lung weight normalized to body weight (Figure 1G,H). Isolation of adult cardiomyocytes at 8 weeks of age showed a strong reduction in TMRE fluorescence from hearts of *Immt^fl^*^/*fl-Myh6-Cre*^ mice versus control, suggesting a loss of mitochondrial function (Figure 1I). Similarly, transmission electron microscopy of hearts from these mice showed severely disrupted mitochondrial architecture from *Immt^fl^*^/*fl-Myh6-Cre*^ mice at 8 weeks of age, such as large areas with mitophagy, areas with necrotic mitochondria, areas with extreme IMM packing, and even large areas of sarcomeres completely devoid of mitochondria with only remnant debris (Figure 1J and Supplementary Figure S1A–D).

Consistent with this phenotype of lost or destroyed mitochondrial remnants, Western blotting for markers of mitophagy such as PTEN-induced kinase 1 (PINK1), microtubule-associated proteins 1A/1B light chain 3B (LC3), P62 (SQSTM1), SESN2 (Sestrin2), OPTN (Optineurin) and cGas were highly upregulated in the hearts of *Immt^fl^*^/*fl-Myh6-Cre*^ mice versus control mice (Figure 2A). Western blotting also showed a major expansion in lysosomes as measured by expression of lysosome-associated membrane protein 2 (LAMP2) and lysosomal integral membrane protein II (LIMPII, also called SCARB2) in the hearts of *Immt^fl^*^/*fl-Myh6-Cre*^ mice versus control mice (Figure 2A). Finally, Western blotting for the known effector transcriptional regulators of mitochondrial biogenesis such as peroxisome proliferator-activated receptor gamma, coactivator 1 alpha (PGC1α) and peroxisome proliferator-activated receptor gamma, coactivator 1 beta (PGC1β), and cMYC were dramatically upregulated in the hearts of *Immt^fl^*^/*fl-Myh6-Cre*^ mice versus control, while expression of mitofusin 1 (MFN1) and mitofusin 2 (MFN2) were upregulated by 2-fold yet OPA1 (Optic Atrophy 1) was downregulated in *Immt* deleted hearts (Figure 2B). These data indicate that hearts from *Immt^fl^*^/*fl-Myh6-Cre*^ mice are undergoing programs of mitophagy and mitobiogenesis simultaneously in an attempt to deal with extreme disruption and loss of cardiac mitochondria and loss of metabolic function.

We also quantified cardiomyocyte necrosis over a 24 h period in the hearts of *Immt^fl^*^/*fl-Myh6-Cre*^ mice versus control mice at 6 weeks of age using i.p. injection of Evans blue dye (EBD) and subsequent fluorescence analysis of histological sections the next day, with co-staining of membranes with Alexa Fluor 488-conjugated wheat germ agglutinin (Figure 2C). Quantitation of the data showed almost 4% of cardiomyocytes were EBD-positive over 24 h in the hearts of *Immt^fl^*^/*fl-Myh6-Cre*^ mice at 6 weeks of age versus control mice (Figure 2D). By 8 weeks of age, individual myocytes showed significantly larger cross-sectional area and hypertrophy, as well as a 2-fold loss of total mitochondrial DNA content, reflecting a loss in the biogenesis process to ongoing mitophagy due to loss of the MICOS complex (Figure 2E,F). Indeed, total protein isolation from the hearts of *Immt^fl^*^/*fl-Myh6-Cre*^ mice at 8 weeks of age showed large increases in total ubiquitinated proteins (Figure 2G). Heart sections were also evaluated from *Immt^fl^*^/*fl-Myh6-Cre*^ mice versus control mice at 8 weeks for immunohistochemistry for total inflammatory leukocytes with CD45 antibody or activated macrophages with CD68 antibody, and the data showed noticeably increased inflammation in the hearts of the *Immt* gene-deleted mice (Figure 2H).

We also performed an entirely independent approach in adult *Immt^fl^*^/*fl*^ mice crossed into the Myh6-MerCreMer (Myh6-MCM) transgenic background, which permits inducible and heart-specific gene deletion with tamoxifen administration (see Materials and Methods, Figure 3A). Control (*Immt*^+/+*-Myh6-MCM*^) and *Immt^fl^*^/*fl-Myh6-MCM*^ mice were given tamoxifen at 6 weeks of age, three times over six days, then subjected to echocardiography at 8, 10, 14, 18, 22 and 26 weeks of age (Figure 3B). Approximately 20–22 weeks after tamoxifen administration, the *Immt^fl^*^/*fl-Myh6-MCM*^ mice succumbed to lethality (Figure 3C). Western blotting from the hearts of these *Immt^fl^*^/*fl-Myh6-MCM*^ mice and controls showed that Mic60 protein, as well as Mic26, Mic27, and Mic10 began to disappear by 4 weeks after tamoxifen injection, and then fully depleted by 10 weeks and beyond (Figure 3D), as these mice began to progressively lose cardiac function as measured by echocardiography (Figure 3E) and show increases in cardiac hypertrophy (Figure 3F). These mice also lost body weight, given the severe disruption in heart function and metabolic crisis, as also observed in heart failure patients with cachexia (Figure 3G). Consistent with this phenotype, Western blotting from *Immt* targeted hearts also showed induction of autophagy and mitophagy proteins (SESN2, OPTN, and GSDMA) as shown in Figure 2A,B by 10 weeks after tamoxifen administration, as well as induction of cGas and cMYC versus control hearts before a reduction in cardiac function was observed (Figure 3D,E). We also observed a reduction in OPA1 protein at 10, 16, and 20 weeks after tamoxifen administration, but no change in DRP1 (Figure 3D). Thus, adult deletion of *Immt* in the heart also results in lethality due to a progressive loss of mitochondrial function in mice, similar to lethality observed within 2 weeks after tamoxifen administration in *Immt*-loxP targeted using the ubiquitous *Rosa26*-CreERT2 allele to delete Mic60 protein from all tissues and cells in vivo [14]. However, the induction of the mitochondrial stress response with autophagy and mitochondrial biogenesis began as soon as the MICOS complex of proteins was lost 4 to 10 weeks after tamoxifen induction, but considerably before cardiac function was negatively impacted (Figure 3D).

### 3.2. Immt Heart-Specific Null Mice Show Mitochondrial Stress Response

We have previously shown that deletion of the *Ppif* gene encoding cyclophilin D (CypD) in the heart or skeletal muscle results in reduced myocyte necrosis from stimuli that otherwise cause calcium overload-induced cell death, such as muscular dystrophy or ischemia–reperfusion injury [23,35]. Hence, we crossed mice with the *Immt* gene deletion with the *Ppif* null mice to determine if the mechanism of cellular necrosis in the heart was due to mitochondrial calcium overload (Figure 4A) [36]. However, the data showed no protection by deletion of the *Ppif* gene in the hearts of *Immt^fl^*^/*fl-Myh6-Cre*^ mice, as these mice still showed early lethality (Figure 4B). These results suggest that the loss of the MICOS complex from mitochondria in the heart results in a form of myocyte death that is independent of calcium overload, further suggesting that Mic60 is not a direct regulator of cyclophilin D (*Ppif* gene product) as previously suggested [36]. 

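Bulk RNA-seq was run on the hearts of 3 *Immt fl* /*fl-Myh6-MCM mice and 3 control *Immt* +/+*-Myh6-MCM mice, with 1 library per mouse. Myh6-MCM is a Cre recombinase fused to mutated estrogen receptor ligand-binding domains, made in cardiomyocytes and active when tamoxifen is given. Tamoxifen was given at 40 mg/kg, 3 times, at 6 weeks of age, and the hearts were collected 20 weeks later, at 26 weeks of age. *Immt*, the targeted gene, lies on chromosome 6 of GRCm38 from 71831331 to 71877388. Its expression was 663, 453 and 524 TMM-normalized CPM in the 3 control hearts and 23.0, 28.7 and 39.2 CPM in the 3 *Immt fl* /*fl-Myh6-MCM hearts, so that 5.55% of the control mean remained. The log2FC was -4.17 (standard error 0.239, adjusted p = 6.33e-06 from edgeR), and each *Immt fl* /*fl-Myh6-MCM heart was below each control heart (two-sided exact permutation test, p = 0.1, the smallest that 3 hearts against 3 allow). The loxP-flanked exon 4 spans 109 bases, from 71851772 to 71851880, and leaves a remainder of 1 when divided by the codon length of 3 bases. The counts cover the whole gene, so they measure the loss of *Immt* transcript and do not test the removal of exon 4 itself.

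Of 12 tested genes of MICOS and its partners, *Chchd6*, which encodes the MICOS subunit Mic25, rose (log2FC 2.06, standard error 0.173, adjusted p = 3.48e-05 from edgeR), and *Immt* was the 1 gene that fell past a log2FC of -1. *Apool* (log2FC -0.97) and *Apoo* (-0.79), which encode Mic27 and Mic26, *Minos1* (-0.52), which encodes Mic10, and *Chchd3* (-0.42), which encodes Mic19, passed the adjusted p but not the fold threshold, and so did *Dnajc11* (0.62). Adjusted over the list alone, and with no fold threshold, 2 were higher and 5 lower, and the list as a whole did not pass its test (adjusted p = 0.441 from camera). *Apool* crossed the fold threshold without control replicate 2 or without *Immt fl* /*fl-Myh6-MCM replicate 2, which makes 2 lower, and *Chchd3* lost its adjusted p when any library other than *Immt fl* /*fl-Myh6-MCM replicate 3 was left out (0.0509 to 0.121) or the replicate number was used as a block (0.0577).

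Transcripts assigned to *Esr1*, the estrogen receptor gene whose ligand-binding sequence is also part of the MCM transgene, had 144479, 165400 and 157755 counts in the control hearts and 323, 71 and 79 counts in the *Immt fl* /*fl-Myh6-MCM hearts (log2FC -10.48, standard error 0.755, adjusted p = 1.25e-04 from edgeR). Pooled *Esr1* counts were 1410 times lower, or 2890 times without *Immt fl* /*fl-Myh6-MCM replicate 1. If these counts come from the transgene, its level differed between the groups together with the genotype. A comparison of the groups then cannot separate the transgene from the deletion of *Immt*. *Xist*, the transcript of the inactive X chromosome, had 11605 counts in control replicate 3 and 20811 counts in *Immt fl* /*fl-Myh6-MCM replicate 3 and 4 to 16 counts in the other hearts, so each group held 1 *Xist*-expressing heart. The 4 Y-linked genes on the list of sex-linked genes had 0 to 10 counts in those hearts and 1009 or more in the others, and the 5 genes of that list had adjusted p-values of 0.924 to 0.972 between the groups.

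The deposited values used were the authors' raw counts per gene, at 42301627 to 44151674 counts per control heart and 49793058 to 53251529 counts per *Immt fl* /*fl-Myh6-MCM heart. The sample labels describe oligo-dT capture of mRNA, molecular identifiers and tagmentation. Whether a count is a read or a molecule is not given in the sources used here, so counting intervals cover counting error only. The groups were compared with edgeR's quasi-likelihood test after TMM normalization, over the 17146 of 27021 genes that passed its filter on low counts. A gene was called at an adjusted p under 0.05 and a log2FC over 1 or under -1, the thresholds of the paper's volcano plot, and is said to have risen or fallen only then. The gene lists and the rule for the genes to name were written before the data were examined, apart from the values of the paper's supplementary table, which had been seen. A count adjusted over the list alone has no fold threshold. The list test (camera) assumes a correlation of 0.01 between the genes of a list, and where it passed in any setting its p is given with the p from a correlation estimated for that list. All 20 lists that passed with the preset value did not pass with the estimated one.

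**Figure D1:**
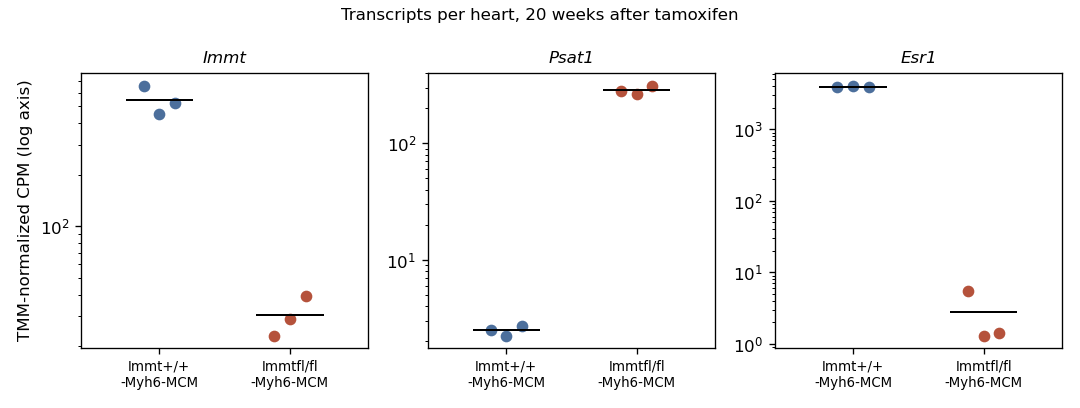
TMM-normalized CPM (log axis) of *Immt*, *Psat1* and *Esr1* in the 3 *Immt* +/+*-Myh6-MCM and the 3 *Immt fl* /*fl-Myh6-MCM hearts 20 weeks after tamoxifen. Each point is 1 heart and each line a group mean, and *Immt* averaged 547 and 30.3 CPM, *Psat1* 2.49 and 289 CPM, and *Esr1* 3942 and 2.74 CPM in the control and *Immt fl* /*fl-Myh6-MCM hearts, with no overlap between the groups.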

To investigate the underlying mechanisms of death in *Immt^fl^*^/*fl-Myh6-MCM*^ mice, or if viewed another way, the mechanisms of compensation that allow these mice to live for up to 20 weeks after loss of mitochondrial function, we first performed RNA-seq analysis in hearts of *Immt^fl^*^/*fl-Myh6-MCM*^ mice at 20 weeks after tamoxifen injection when these hearts are in failure versus control. The results showed a remarkable profile of altered gene expression, with some genes induced more than 5000-fold (Figure 4C). 

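In the failing *Immt fl* /*fl-Myh6-MCM hearts, 1699 genes rose and 1818 fell, of which 1491 and 1436 were protein coding. *Ostn*, the gene of the muscle-secreted peptide osteocrin, went from 2 pooled counts in the control hearts to 18576 in the *Immt fl* /*fl-Myh6-MCM hearts, 6527 times the control level (95% counting interval 1807 to 53900). *Bmp10*, a cardiac growth factor of the BMP family, was 4370 times higher (2008 to 11910), and *Akr1b7*, an aldo-keto reductase, 1840 times higher (509 to 15200). Both *Ostn* counts came from control replicate 2, all 6 *Bmp10* counts from control replicate 3 and both *Akr1b7* counts from control replicate 3, so without that heart each control group is at 0 and the folds are at least 2870, 5730 and 804, and without control replicate 2 *Bmp10* was 2880 times and *Akr1b7* 1210 times higher. *Ostn* was the 1 gene whose pooled ratio was above 5000, at 4470 without control replicate 1 and 4280 without control replicate 3, and 2 genes had a fitted log2FC above that fold, 1 of them with 0 control counts.

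The 7 other genes among the 10 with the largest log2FC had 0 counts in every control heart, and their folds are lower bounds set by a floor of 3 counts over the control group. *4930438A08Rik* was at least 862-fold higher, *Dhrs9*, a retinol dehydrogenase, at least 235-fold, *Dthd1* at least 185-fold, and *Slc4a10*, a bicarbonate transporter, at least 172-fold. In all, 45 of the genes that rose had 0 counts in the control hearts, and 14 of the genes that fell had 0 counts in the *Immt fl* /*fl-Myh6-MCM hearts. Among the genes that rose, the smallest p-values belonged to the serine synthesis enzyme *Psat1* (log2FC 6.86, standard error 0.158, adjusted p = 8.05e-08 from edgeR), monoamine oxidase A, *Maoa* (6.77, 0.213), sestrin 2, *Sesn2* (4.10, 0.138), *Cyb5r1* (3.98, 0.123) and the glycyl-tRNA synthetase *Gars* (3.54, 0.122), the last 4 each with an adjusted p of 4.41e-07.

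Among the genes that fell, the smallest p-values belonged to the ephrin *Efnb3* (log2FC -5.95), the antisense transcript *Gm45670* (-5.32), the striated-muscle ribosomal protein *Rpl3l* (-4.62), the glutathione transferase *Gstk1* (-3.53) and *Cox7a1* (-3.28), the muscle form of a cytochrome c oxidase subunit. Their standard errors were 0.135 to 0.204 and their adjusted p-values 4.41e-07 to 1.10e-06 from edgeR. By log2FC, the lowest genes included *Grhl2*, a transcription factor of epithelia, at least 214-fold lower, *Gm34302*, at least 185-fold lower, *Retnla*, at least 176-fold lower, and *Gm45909*, which lies inside *Ces1d*, at least 179-fold lower, with 0 counts of each in the *Immt fl* /*fl-Myh6-MCM hearts. The carboxylesterase *Ces1d* itself was 244 times lower (204 to 295), *Clec18a* 201 times lower (55.0 to 1665), *Lingo3* 152 times lower (76.7 to 353) and *Gm49490* 121 times lower (41.1 to 593). Without *Immt fl* /*fl-Myh6-MCM replicate 2, *Lingo3* was 410 times lower and *Clec18a*, with 0 counts left, at least 90.4-fold lower, and without *Immt fl* /*fl-Myh6-MCM replicate 1 *Clec18a* was 131 times lower and *Gm49490*, with 0 counts left, at least 79-fold lower.

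The groups did not overlap in 9059 of the 17146 tested genes, or 52.8%, where chance gives 10%. With no fold threshold, 3418 genes were higher and 3172 lower.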

Three general classes of genes represented the most significantly changed and most highly upregulated including, (1) secreted factors generated by the heart to signal the metabolic catastrophe that was unfolding, including *Ostn*, *Bmp10*, *Fibcd1*, *Fgf21*, *Gdf15*, *Adm2*, *Inhba*, *Retnlg*, *Vgf*, *Cxcl13* and *Lep*, (2) transcriptional regulators underlying metabolism, mitophagy and mitobiogenesis, including *Tfcp2l1*, *Myc*, *Atf4*, *Atf3*, *Atf5*, *Mef2b* and *Nrip3*, and (3) metabolic regulators that attempt to compensate for lost oxidative phosphorylation including *Fam227b*, *Past1*, *Maoa*, *Bcat1*, *Mthfd2*, *Trib3*, *Avil*, *Sesn2*, *Rtn4*, *Gsdma*, *Adrb3, Acox2,* and *Ckmt1* (Figure 4C,D). 

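The secreted factors that the paper lists rose together in the *Immt fl* /*fl-Myh6-MCM hearts, and so did its transcriptional and metabolic regulators. All 9 tested secreted factors, all 7 transcriptional regulators and all 12 tested metabolic regulators were higher at the thresholds, with the same counts adjusted over each list alone. These lists were chosen by the study from these same hearts, so the counts are not independent evidence of their direction. Each of these genes was higher in every *Immt fl* /*fl-Myh6-MCM heart than in every control heart.

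Among the secreted factors, *Gdf15*, a stress hormone that acts on appetite, averaged 0.783 ± 0.535 CPM (SD, n = 3) in control hearts and 228 ± 55.7 CPM (SD, n = 3) in *Immt fl* /*fl-Myh6-MCM hearts, a log2FC of 8.17 (standard error 0.474, adjusted p = 2.28e-05 from edgeR). *Fgf21*, a hormone of the fasting response, had 0 counts in the control hearts and 367, 329 and 725 counts in the *Immt fl* /*fl-Myh6-MCM hearts, at least 333-fold higher. *Fibcd1* was at least 424-fold higher, and *Retnlg*, a resistin-like gene of neutrophils, at least 25.3-fold higher. *Adm2*, a peptide of the calcitonin family, was 237 times higher (95% counting interval 120 to 550), or 621 times without control replicate 3, and *Inhba*, the activin A subunit, had a log2FC of 3.56. Without control replicate 2 the log2FC of *Gdf15* was 8.87 and that of *Inhba* 4.23. *Vgf* (0 counts against 36, 12 and 7), *Lep* (0 against 8, 20 and 4) and *Adrb3* of the metabolic list (0 against 6, 8 and 18) were below the filter on low counts and not tested in the main comparison. They were at least 12.9-, 7.50- and 7.50-fold higher, and with no filter their adjusted p-values from edgeR were 0.00387, 0.0263 and 0.0247.

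Among the transcriptional regulators, *Atf4*, the effector of the integrated stress response, averaged 53.9 ± 4.73 CPM (SD, n = 3) in control hearts and 501 ± 113 CPM (SD, n = 3) in *Immt fl* /*fl-Myh6-MCM hearts (log2FC 3.22, standard error 0.180, adjusted p = 4.33e-06 from edgeR). *Atf3* and *Atf5*, stress factors of the same family, had log2FC of 3.02 and 3.01, and *Myc*, a growth regulator, 3.50 (standard error 0.432). *Nrip3* reached 5.53 and *Tfcp2l1* 5.07, and *Mef2b*, a muscle transcription factor, had the smallest log2FC of the 7, at 2.05 (standard error 0.449, adjusted p = 0.00623 from edgeR). *Nrip3* had a log2FC of 6.57 and *Atf3* of 3.70 without control replicate 2.

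Among the metabolic regulators, *Fam227b* had a log2FC of 7.96 and *Acox2*, a peroxisomal oxidase, 7.20. *Mthfd2*, the mitochondrial folate enzyme, and *Bcat1*, the cytosolic branched-chain aminotransferase, both reached 6.52. *Ckmt1*, the mitochondrial creatine kinase of brain and other tissues, had 8 counts in control replicate 3 and 0 in the other control hearts, and was 430 times higher (counting interval 218 to 996), or at least 751-fold without that heart and 284 times without control replicate 2. *Trib3*, a pseudokinase induced by ATF4, reached 5.41, *Avil* 5.16, *Rtn4*, a reticulon of the endoplasmic reticulum, 3.47, and *Gsdma*, a pore-forming gasdermin, 3.44 (standard error 0.794, adjusted p = 0.00858 from edgeR). Leaving out 1 control heart gave log2FC of 7.21 for *Mthfd2*, 7.12 for *Bcat1*, 4.03 for *Gsdma* (replicate 2) and 8.62 for *Fam227b* (replicate 3), and *Acox2*, 149 times higher in pooled counts, was 238 times higher without replicate 1.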

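Each of the following genes was higher in every *Immt fl* /*fl-Myh6-MCM heart than in every control heart. *Slc7a11*, which imports cystine, had 6 pooled counts in the control hearts, all in replicate 3, and was 1413 times higher (95% counting interval 649 to 3852), or at least 1850-fold without that heart and 933 times without control replicate 2. *Slc7a3*, a transporter of cationic amino acids, had a log2FC of 6.96, and *Asns*, asparagine synthetase, a log2FC of 6.42 (standard errors 0.507 and 0.717). *Aldh1l2*, a mitochondrial folate enzyme, had a log2FC of 3.21, and *Chac1*, which degrades glutathione, 3.63 (standard errors 0.173 and 0.265). *Mei4*, a gene of meiotic recombination, had 0 counts in the control hearts and was at least 288-fold higher. *Sh2d6* was 616 times (264 to 1899) and the receptor phosphatase *Ptprt* 138 times (91.2 to 221) higher, and the scaffold gene *Dlg2* and the membrane protein gene *Shisa3* had log2FC of 5.77 and 4.21. Without control replicate 2, *Sh2d6* was 1020 times and *Ptprt* 502 times higher, and the log2FC was 7.93 for *Slc7a3*, 7.49 for *Asns* and 5.12 for *Shisa3*, and without control replicate 3 *Sh2d6* was 404 times higher. The adjusted p-values of these genes from edgeR were 1.46e-06 to 0.00211. Counted with the genes already described that the study tabulates, 31 of 31 tested genes rose, and 31 when adjusted over the list alone, a set chosen by the study from these hearts.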

Supplementary Figure S2 gives the raw RNA-seq counts and statistics for many of these and other major changes in gene expression due to loss of *Immt* in the heart, as well as a summary of gene function. These results show a remarkable gene expression profile of stress in which genes that control mitochondrial clearance and biogenesis are simultaneously induced, as well as induction of genes that would compensate for lost fatty acid oxidation and mitochondrial energy production.

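Of 39 tested targets of ATF4, 33 rose, and adjusted over the list alone 37 were higher and 1 lower (median log2FC 3.02, adjusted p = 1.47e-20 from camera and 0.172 with an estimated correlation). Beyond the genes already named, *Slc6a9*, which imports glycine, reached a log2FC of 4.46, and the stress factor *Ddit3* 2.65. The list holds genes that the paper also picked from these hearts. Of 20 cytosolic aminoacyl-tRNA synthetases, 14 rose (17 higher adjusted over the list alone, median log2FC 1.74, adjusted p = 6.29e-10 from camera and 0.172 with an estimated correlation), among them *Sars* (2.79), *Eprs* (2.57) and *Nars* (2.50), the enzymes for serine, for glutamate and proline, and for asparagine.

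Of 27 lysosomal genes, 10 rose, and adjusted over the list alone 21 were higher and 1 lower (median log2FC 0.79, adjusted p = 4.39e-07 from camera and 0.237 with an estimated correlation). The protease *Ctsl* averaged 137 ± 5.12 CPM (SD, n = 3) in control hearts and 1132 ± 106 CPM (SD, n = 3) in *Immt fl* /*fl-Myh6-MCM hearts (log2FC 3.05, standard error 0.130, adjusted p = 1.10e-06 from edgeR). The proton pump subunits *Atp6v1h* and *Atp6v1a* had log2FC of 3.39 and 1.99, and *Gpnmb*, which macrophages also make, 3.88. Of 14 macrophage markers, 2 rose, or 6 without *Immt fl* /*fl-Myh6-MCM replicate 3 (median log2FC 0.65, adjusted p = 0.0256 from camera, 0.0643 without *Immt fl* /*fl-Myh6-MCM replicate 1 and 0.537 with an estimated correlation). Of 31 genes of autophagy and mitophagy, 4 rose and 1 fell, and adjusted over the list alone 14 were higher and 4 lower (median log2FC 0.31, adjusted p = 0.0314 from camera and 0.35 with an estimated correlation). The autophagy receptor *Sqstm1* (p62) had a log2FC of 2.31 (standard error 0.128, adjusted p = 4.13e-06 from edgeR) and *Atg7*, which conjugates ATG8 proteins, 1.13, and *Becn1* passed the adjusted p at 0.75. The list test lost its call without control replicate 2 (0.0554), control replicate 3 (0.0503) or *Immt fl* /*fl-Myh6-MCM replicate 3 (0.0533).

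For mitochondrial biogenesis, 1 of 23 genes rose, *Myc*, and 2 fell, and adjusted over the list alone 1 was higher and 8 lower (median log2FC -0.39, adjusted p = 0.0203 from camera in the lower direction and 0.476 with an estimated correlation). *Ppara*, a receptor that controls fatty acid oxidation genes, had a log2FC of -1.34 (standard error 0.156, adjusted p = 2.13e-04 from edgeR), and the nuclear receptors *Esrrb* and *Esrrg* had -0.95 and -0.61, the latter with an adjusted p over 0.05 without control replicate 1 (0.0721) or control replicate 3 (0.0509). The number lower was 1 without control replicate 1 and 4 without *Immt fl* /*fl-Myh6-MCM replicate 3 or with upper-quartile factors, and the list test lost its call without *Immt fl* /*fl-Myh6-MCM replicate 1 (0.0678), without *Immt fl* /*fl-Myh6-MCM replicate 2 (0.0502) and with DESeq2 (0.0534). Of 14 mitochondrial chaperones and proteases, 2 rose, the protease *Lonp1* (log2FC 2.42) and the chaperone *Hspa9* (1.08), and 7 were higher adjusted over the list alone (median log2FC 0.36, adjusted p = 0.0378 from camera, 0.0808 without control replicate 2, 0.0503 without control replicate 3, 0.0795 without *Immt fl* /*fl-Myh6-MCM replicate 3, 0.0518 with upper-quartile factors, 0.0523 with the strict filter, 0.0586 with the replicate block, 0.0512 with a term for the *Xist*-expressing hearts and 0.378 with an estimated correlation). *Hspa9* crossed below the fold threshold without *Immt fl* /*fl-Myh6-MCM replicate 3 or with upper-quartile factors, which leaves 1. Of 10 genes of mitochondrial fusion and fission, edgeR called 0 and DESeq2 0, with 1 higher and 4 lower at an unadjusted p under 0.05, and 3 lower adjusted over the list alone (adjusted p = 0.372 from camera). *Oma1*, the protease that cleaves OPA1, was at -0.99 and past -1 without control replicate 2, *Immt fl* /*fl-Myh6-MCM replicate 1 or *Immt fl* /*fl-Myh6-MCM replicate 2, which makes 1 lower.

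Of 74 nuclear-encoded subunits of oxidative phosphorylation, 12 fell, and adjusted over the list alone 65 were lower (median log2FC -0.67, adjusted p = 1.96e-14 from camera and 0.403 with an estimated correlation). The number that fell was 8 without *Immt fl* /*fl-Myh6-MCM replicate 1, 20 without *Immt fl* /*fl-Myh6-MCM replicate 3 and 21 with upper-quartile factors. *Cox8b* had a log2FC of -1.51, *Uqcr11* -1.25 and *Atp5e* -1.16, subunits of complexes IV and III and of the ATP synthase. Of 24 genes of the TCA cycle and pyruvate oxidation, 5 fell, and adjusted over the list alone 16 were lower (median log2FC -0.54, adjusted p = 6.65e-05 from camera and 0.537 with an estimated correlation), with 3 falling without control replicate 1 or without *Immt fl* /*fl-Myh6-MCM replicate 1. *Idh3b*, *Sucla2*, *Sdha* and *Fh1*, enzymes of the cycle, had log2FC of -1.05 to -1.19. Of 13 mitochondrially encoded protein genes, 12 fell and 13 were lower adjusted over the list alone (median log2FC -1.69, adjusted p = 4.35e-08 from camera and 0.24 with an estimated correlation). *mt-Co3* had a log2FC of -2.47 (standard error 0.139), *mt-Co2* -2.17, *mt-Co1* -1.68 and *mt-Nd6* -1.62, and mitochondrially encoded transcripts took 21.1% ± 1.99 (SD, n = 3) of the counts in control hearts and 8.46% ± 0.346 (SD, n = 3) in *Immt fl* /*fl-Myh6-MCM hearts. Of 11 cardiomyocyte markers, 5 fell (median log2FC -0.90, adjusted p = 0.00342 from camera and 0.353 with an estimated correlation).

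In the 9 other ways of dividing the 6 hearts into 3 and 3, camera with the preset correlation passed 5 to 17 of the 35 lists, against 20 in the real comparison. Those divisions put both genotypes in each group in unequal numbers, so part of the genotype difference stays between the groups. They therefore cannot show how many lists pass without that difference. The counts of list members come from edgeR gene by gene. From these hearts, from hearts collected 10 weeks after tamoxifen and from 5 other knockout models, the paper proposes that the loss of mitochondrial function sets off a universal stress response and a gene signature that attempts to make up for the lost metabolism.

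**Figure D2:**
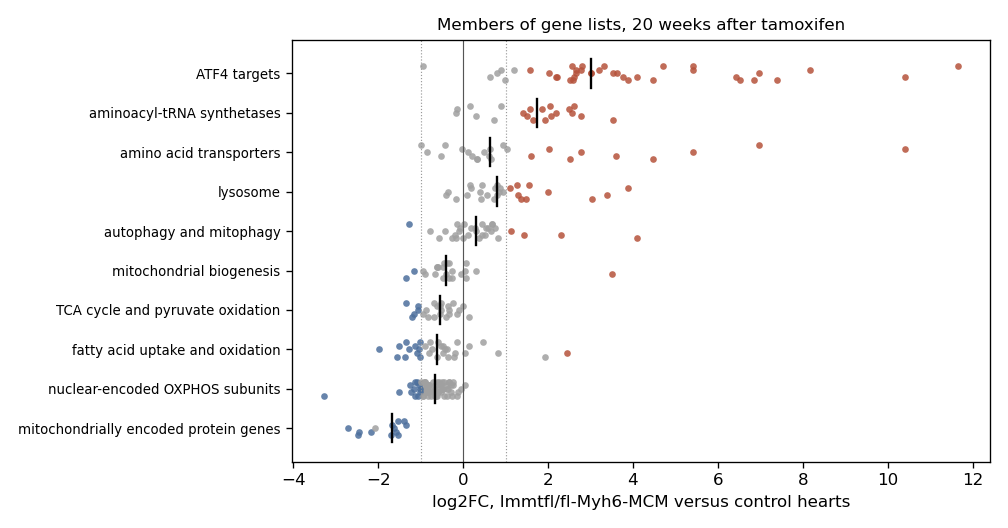
log2FC of each tested member (points) of 10 gene lists in *Immt fl* /*fl-Myh6-MCM versus control hearts 20 weeks after tamoxifen, with genes that rose in red, genes that fell in blue, genes that did not pass both thresholds in grey, list medians as black bars and dotted lines at -1 and 1. ATF4 targets have a median of 3.02 and mitochondrially encoded protein genes a median of -1.69.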

The mitochondrial stress response uncovered in the hearts of *Immt^fl^*^/*fl-Myh6-MCM*^ mice was very similar to the published RNA-seq profile in mice in which five critical mitochondrial-specific genes were separately deleted in the heart using a similar cardiac-specific Cre expressing approach, and these mice were similarly examined at a more terminal time point with altered cardiac function [21]. These mice had loxP targeting of *Tfam, Twnk, Lrpprc, Polrmt*, or *Mterf4* to generate cardiac-specific nulls, each of which also succumbed to early lethality. These five previous data sets were compared with the RNA-seq data from the *Immt^fl^*^/*fl-Myh6-MCM*^ mice, showing a highly similar profile of the same three overall classes of compensatory upregulated genes (Figure 4E). 

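On the *Immt fl* /*fl-Myh6-MCM side of that comparison, 665 genes were higher at an adjusted p under 0.05 and a log2FC over 2, the criterion that the methods give for the genes compared across models, and 671 were lower with a log2FC under -2. The 5 other knockout models were not analysed here, so the overlap between models was not computed. All 28 tested genes of the paper's 3 classes passed this higher threshold. In the authors' deposited comparison of these hearts, 825 genes were above a log2FC of 2 at their adjusted p, and 3476 of the 3517 genes called here were called there in the same direction.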

We also observed a reduction in expression of several genes involved in fatty acid oxidation, cellular adhesion, and membrane signaling with cardiac-specific deletion of the *Immt* gene (see Supplementary Figure S2 and GSE312894). 

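Genes of fatty acid use and of the cardiomyocyte membrane fell more often than they rose in the *Immt fl* /*fl-Myh6-MCM hearts, and genes of cell adhesion went both ways. Of 32 genes of fatty acid uptake and oxidation, 11 fell and 1 rose, and adjusted over the list alone 21 were lower and 4 higher (median log2FC -0.61, adjusted p = 5.75e-04 from camera and 0.543 with an estimated correlation). *Acaa2*, the last enzyme of a turn of mitochondrial beta-oxidation, averaged 673 ± 187 CPM (SD, n = 3) in control hearts and 171 ± 23.4 CPM (SD, n = 3) in *Immt fl* /*fl-Myh6-MCM hearts (log2FC -1.97, standard error 0.210, adjusted p = 1.47e-04 from edgeR). *Slc27a1*, a fatty acid transporter, had a log2FC of -1.55, and *Eci1*, an isomerase for unsaturated fatty acids, -1.50. The gene that rose was *Acot2*, a mitochondrial thioesterase that releases fatty acids from CoA (log2FC 2.45, standard error 0.237). The number that fell was 7 without control replicate 1 or without *Immt fl* /*fl-Myh6-MCM replicate 1, and 2 rose without control replicate 2, with DESeq2 or with the strict filter.

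Of 40 receptors, channels and transporters of the heart, 20 fell and 1 rose, and adjusted over the list alone 24 were lower and 7 higher (median log2FC -1.12, adjusted p = 5.54e-04 from camera and 0.315 with an estimated correlation). The potassium channel genes *Kcnv2* and *Kcnj3* had log2FC of -4.83 and -3.95, and the calcium release channel *Ryr2* -1.18, with adjusted p-values of 1.77e-06 to 4.92e-04 from edgeR. The endothelin receptor *Ednrb* rose (log2FC 2.12), and the number that rose was 2 without control replicate 2, without *Immt fl* /*fl-Myh6-MCM replicate 2, with DESeq2 or with no filter. Of 40 cell adhesion genes, 4 rose and 4 fell, and adjusted over the list alone 12 were higher and 14 lower (median log2FC -0.02 and mean 0.13, adjusted p = 0.905 from camera). The neural adhesion genes *Nrcam* (log2FC 4.52) and *Ncam1* (4.38) rose, the desmosomal cadherin *Dsc2* fell (-1.11, standard error 0.131), and *Tln2*, which links integrins to actin, was at -0.89. The number that fell was 2 without *Immt fl* /*fl-Myh6-MCM replicate 3. Of the cardiomyocyte markers, 7 were lower adjusted over the list alone, among them *Actc1* (log2FC -1.79), *Myl2* (-1.55) and *Tnni3* (-1.28).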

Finally, of the 81 genes that were selected as commonly induced at part of the mitochondrial stress response (Figure 4E), we also generated RNA from the hearts of *Immt^fl^*^/*fl-Myh6-MCM*^ mice after 10 weeks of tamoxifen before overt pathology and lost function was observed, which showed induction of 57 of the 81 genes, which likely represent the immediate early mitochondrial stress response genes, not directly influenced by cardiomyopathy (Supplementary Figure S3). These data collectively suggest that loss of mitochondrial function in the heart invokes a universal stress response and a gene expression signature that attempts to compensate for this lost metabolic capacity, with a more immediate and primary set of genes becoming expressed at the very onset of mitochondrial dysfunction before there is cardiomyopathy.

### 3.3. Metabolic Changes in Hearts of Immt^fl/fl-Myh6-Cre^ Mice

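Of 25 genes of glucose uptake, glycolysis and lactate export, 9 rose and 6 fell, and adjusted over the list alone 12 were higher and 8 lower (median log2FC 0.45, adjusted p = 0.254 from camera). The glucose transporter *Slc2a1* averaged 18.2 ± 1.55 CPM (SD, n = 3) in control hearts and 65.4 ± 13.6 CPM (SD, n = 3) in *Immt fl* /*fl-Myh6-MCM hearts (log2FC 1.85, standard error 0.171, adjusted p = 5.99e-05 from edgeR). Hexokinase 1, *Hk1*, had a log2FC of 1.74 and the phosphoglycerate mutase *Pgam1* 2.64, and the muscle enolase *Eno3* fell, with a log2FC of -4.26 (standard error 0.187). *Gapdh*, singled out after its values were seen, was 10.4 times higher (adjusted p = 0.0264 from edgeR) and lost its call when any 1 library other than *Immt fl* /*fl-Myh6-MCM replicate 1 was left out (adjusted p 0.0622 to 0.0868, at 6.35 times higher without *Immt fl* /*fl-Myh6-MCM replicate 3), with no filter (0.0742) and with the replicate block (0.069).

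Of 7 genes of the pentose phosphate pathway, 3 rose, *G6pdx* (log2FC 2.16), *Taldo1* (1.96) and *Pgd* (1.80), and 4 were higher adjusted over the list alone (adjusted p = 0.0268 from camera and 0.275 with an estimated correlation). Of 25 genes of serine synthesis and 1-carbon metabolism, 9 rose and 3 fell, and adjusted over the list alone 11 were higher and 7 lower (median log2FC 0.36, adjusted p = 0.0622 from camera and 0.315 with an estimated correlation). Among its mitochondrial folate enzymes, *Mthfd1l* had a log2FC of 3.70 (standard error 0.195) and *Shmt2* 2.66 (0.137). The list passed its test without control replicate 1 (0.042), without *Immt fl* /*fl-Myh6-MCM replicate 1 (0.0341), with upper-quartile factors (0.044), with no filter (0.028) and with DESeq2 (5.48e-14). For every list, the DESeq2 form used the Wald statistics of the genes and not log2 CPM, so a few genes with extreme statistics can set its p.

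Of 18 genes of amino acid synthesis and transamination, 6 rose and 2 fell, and adjusted over the list alone 9 were higher and 5 lower (median log2FC 0.54, adjusted p = 0.0749 from camera, 0.0327 with no filter, 2.51e-11 with DESeq2 and 0.35 with an estimated correlation). *Pycr1* (log2FC 4.71) and *Aldh18a1* (3.88), which make proline, were among the 6. Of 24 amino acid transporters, 9 rose, and 14 were higher adjusted over the list alone (median log2FC 0.64, adjusted p = 1.77e-04 from camera and 0.243 with an estimated correlation). *Slc7a5*, which imports large neutral amino acids, had a log2FC of 5.41 and *Slc1a4*, which carries serine and alanine, 3.60. Of 22 genes of glutathione metabolism, 9 rose and 1 fell, and adjusted over the list alone 14 were higher and 4 lower (median log2FC 0.90, adjusted p = 0.00369 from camera and 0.24 with an estimated correlation). Glutathione synthetase, *Gss*, had a log2FC of 2.94 and the transferase *Gsta2* 4.47, and *Mgst3* was the 1 that fell, at -1.61, with 3 falling without control replicate 3 and 2 without *Immt fl* /*fl-Myh6-MCM replicate 3.

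Of 11 genes of ketone body metabolism, 2 rose and 3 fell, and adjusted over the list alone 2 were higher and 5 lower (median log2FC -0.19, adjusted p = 0.35 from camera). *Slc16a6*, a monocarboxylate transporter that carries ketone bodies, had a log2FC of 1.78 (standard error 0.251) and *Aacs*, which uses acetoacetate in the cytosol, 1.47. *Oxct1*, the mitochondrial enzyme that activates acetoacetate for oxidation, averaged 1514 ± 42.2 CPM (SD, n = 3) in control hearts and 677 ± 144 CPM (SD, n = 3) in *Immt fl* /*fl-Myh6-MCM hearts (log2FC -1.16, standard error 0.167, adjusted p = 6.64e-04 from edgeR), and *Acat1*, the next enzyme of that route, had a log2FC of -1.19.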

The bulk RNA-seq data suggested a gene expression profile whereby the heart attempts to use glucose as a source of energy, increase activity of the 1-carbon metabolic pathway [37], increase influx of amino acids and ketones [38] for greater reducing capacity. To more directly measure metabolites, hearts were taken from control mice or *Immt^fl^*^/*fl-**Myh6**-Cre*^ mice at 5.5 weeks of age for metabolomics analysis (Figure 5A,B). Hearts with *Immt* deletion showed a major increase in glucose, UDP-glucose, glycerol-3-phosphate, O-phosphocholine, glutathione, lactic acid, and most amino acids, including valine, leucine, isoleucine, tyrosine, threonine, phenylalanine, proline, lysine, asparagine, methionine, glycine, alanine and histidine (Figure 5A,H–K). AMP, creatine, 3-hydroxybutyrate, NAD+, succinate, adenosine, and uridine levels were reduced, yet ATP levels were increased (Figure 5A,C–G). The large increase in lactate in the hearts of *Immt* deleted mice also suggests a strong reliance on glycolysis (Figure 5L). Collectively, this profile suggests a shift in overall cardiac metabolism towards glucose utilization and amino acid shunts with augmented 1-carbon pathway function to maintain reductive potential and homeostatic balance for both catabolism and anabolism. Indeed, analysis of compensated gene expression and altered metabolic pathways in hearts of the *Twnk*, *Tfam*, *Lrpprc*, *Mterf4* and *Polrmt* gene-targeted mice discussed above also showed major shifts away from mitochondrial OXPHOS activity and towards glycolysis with increased glutathione redox reactions, a profile that was also associated with increased *Atf4* and *Myc* transcriptional activity [21], consistent with the observed large increase in cMYC protein in the heart (Figure 2B and Figure 3D).

## 4. Discussion

To investigate the importance of the MICOS complex in vivo, we used a mouse model with conditional and cardiac-specific deletion of the *Immt* gene, which encodes the Mic60 protein. A recent publication used a similarly designed conditional allele of *Immt* to delete the Mic60 protein in the adult mouse using a ubiquitous, but conditional CreERT2 fusion protein driven by the *Rosa26* locus, which resulted in lethality approximately 12 days later with widespread defects in many tissues due to loss of mitochondrial function [14]. Other approaches resulting in knockdown or loss of the Mic60 protein in yeast through mammalian cells have also suggested a necessary function for this protein in maintaining the MICOS complex and the proper formation of CJs and IMM stacking versus positioning of the OMM and its attachment to other structures [39,40]. The MICOS complex and the organization of the CJs is also required for the proper organization of the OXPHOS complexes and associated exchanger proteins that allow for efficient ATP generation through metabolic process resulting in fatty acid and glucose oxidation, but also usage of ketones, lactic acid and amino acids through the tricarboxylic acid (TCA) cycle, which also generates NADH and FADH_2_ for carrying electrons and generating reducing potential [3,41,42,43]. Thus, the MICOS complex and Mic60 are critical regulators of mitochondrial function, and disruption of this organizing principle is catastrophic for this organelle, resulting in lost OXPHOS function and the negative mitochondrial membrane potential that drives F_1_F_O_-ATPase activity, secondarily resulting in mitochondrial rupture, necrosis, and mitophagy.

It was interesting that loss of the *Immt* gene specifically from the heart did not result in a more immediate lethal event, especially given the extreme energy requirement of this organ and the fact that mitochondria occupy up to 1/3rd of the volume of an adult cardiomyocyte. By comparison, deletion of the *Immt* gene throughout the mouse in adulthood using the *Rosa26*-CreERT2 allele produced more immediate lethality in 12 days, which is actually much faster given the need for Mic60 protein turnover and the known long half-life of IMM proteins [14]. We observed efficient deletion of the Mic60 protein in the hearts of adult *Immt^fl^*^/*fl-Myh6-MCM*^ mice after 4 weeks of tamoxifen administration, yet these mice were viable up to 16–18 additional weeks despite a near-complete loss of OXPHOS capacity. We believe this protracted viability is due to compensation through the induction of the mitochondrial stress response that resulted in very dramatic changes in gene expression, likely resulting in the ability of the heart to generate ATP through induction of glycolysis in conjunction with induction of other shunt pathways that have yet to be fully identified. These metabolites and the secreted factors produced by the heart would promote glucose uptake and usage from circulation, like how tumors in advanced cancer can take over total body metabolism, resulting in extreme cachexia [44]. Indeed, the mitochondrial stress response gene signature observed in the hearts of the *Immt^fl^*^/*fl-Myh6-MCM*^ mice led to a significant loss of body weight, suggesting changes in total body metabolism and breakdown of other tissues to send glucose and metabolites into circulation for the heart to use (maybe first processed in the liver). Genes encoding such secreted factors included *Ostn*, *Bmp10*, *Fibcd1*, *Fgf21*, *Gdf15*, *Adm2*, *Inhba*, *Retnlg*, *Vgf*, *Cxcl13* and *Lep*, each of which can dominantly impact systemic metabolic function in some manner [45,46]. For example, secretion of either CXCL13 or ADM2 can promote thermogenesis in mice and greater caloric usage [47,48]. FGF21 and GDF15 are also known to be secreted in response to deficiencies in mitochondrial function, which then signals outwards to impact total body metabolism [49,50], which is also consistent with the total reduction in body weight observed in the *Immt^fl^*^/*fl-Myh6-MCM*^ mice 20 weeks later.

As stated above, mice with cardiac-specific deletion of necessary mitochondrial genes such as *Twnk*, *Tfam*, *Lrpprc*, *Mterf4* and *Polrmt* resulted in loss of OXPHOS, mitochondrial dysgenesis and rupture in the heart [21], producing a similar protracted lethal phenotype as observed in our heart-specific *Immt* deleted mice. These five other gene-deleted mouse models showed a very similar mitochondrial stress response gene signature, suggesting that this is a universal attempt at compensation when the heart loses mitochondrial function [21]. These five mouse models also showed induction of the transcription factors *Atf4*, *Atf5* and *Myc*, along with induction of genes underlying mitochondrial biogenesis, mitophagy, and induction of shunt and one-carbon metabolic pathways, such as upregulation of *Mthfd2*. However, loss of the Mic60 protein uniquely resulted in the induction of *Bmp10*, *Ckmt2*, *Cemip*, *Fpr1*, *Mlana*, and *Cxcl13*, which was not observed in the five other heart-specific KO mouse models [21]. These results collectively underscore the importance of Mic60 and the MICOS complex in supporting mitochondria structure-function, and that without this complex, mitochondria degenerate and OXPHOS activity is lost. 

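Of the 6 genes named as unique to the loss of Mic60, 5 rose and 1 fell in the *Immt fl* /*fl-Myh6-MCM hearts compared with their controls, and the count was the same adjusted over the list alone. The study chose these genes from these hearts, so their direction is not independent evidence. *Ckmt2*, the mitochondrial creatine kinase of heart and skeletal muscle, was the gene that fell: it averaged 1623 ± 113 CPM (SD, n = 3) in control hearts and 353 ± 52.7 CPM (SD, n = 3) in *Immt fl* /*fl-Myh6-MCM hearts, a log2FC of -2.20 (standard error 0.149, adjusted p = 1.02e-05 from edgeR). *Cemip*, a hyaluronan-degrading protein, had 0 counts in the control hearts and 31, 14 and 209 counts in the *Immt fl* /*fl-Myh6-MCM hearts, at least 59.5-fold higher (adjusted p = 0.02 from edgeR, 0.106 with no filter on low counts), or at least 15.7-fold without *Immt fl* /*fl-Myh6-MCM replicate 3. *Fpr1*, a formyl peptide receptor of phagocytes, was at least 45.9-fold higher and *Mlana*, a melanosome protein, at least 44.3-fold higher, each with 0 counts in the control hearts. *Cxcl13*, a B-cell chemokine, averaged 0.422 ± 0.253 CPM (SD, n = 3) and 23.7 ± 17.1 CPM (SD, n = 3), a log2FC of 5.81 (standard error 0.856, adjusted p = 0.00241 from edgeR), or 5.20 without *Immt fl* /*fl-Myh6-MCM replicate 1. The 5 other knockout models were not used here.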

The unexpected finding is that the mouse heart was able to temporarily compensate for the loss of mitochondria in supplying high-energy phosphate for contraction and ion handling, suggesting clues underlying the metabolic resilience of this organ mediated by the mitochondrial stress response gene signature that was observed and potential novel shunt pathways, or even that partial free-floating IMM fragments without the OMM can still mediate some degree of oxidative phosphorylation of limited substrates at one or more of the complexes.

## 5. Conclusions

Our results show that the *Immt* gene is required in the mouse heart for maintaining normal mitochondrial function and OXPHOS activity, and that the *Immt* gene product directly supports the stability of the MICOS complex and the organization of CJs and IMM stacking in vivo. Loss of the Mic60 protein in the mouse heart led to lethality due to loss of mitochondrial OXPHOS function, although lethality occurred in a protracted time frame due to extreme compensatory measures whereby the heart induced expression of mitochondrial stress response genes enabled partial metabolic activity and effective clearance of mitochondrial debris.

## Figures and Tables

**Figure 1:**
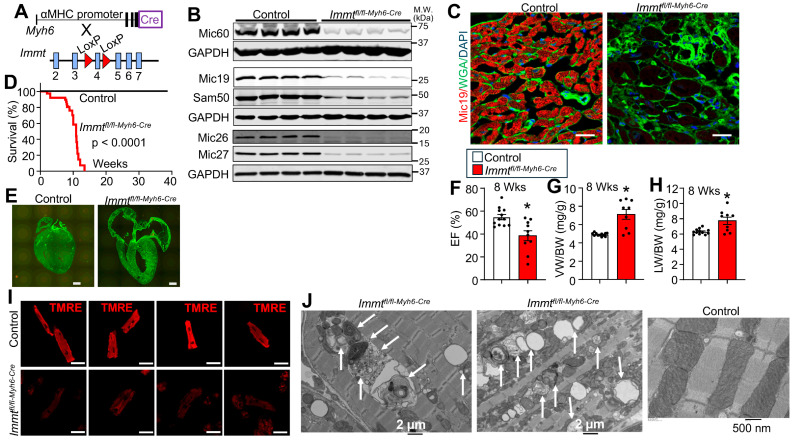
Cardiomyocyte-specific *Immt* gene deletion in mice generates lethal cardiomyopathy. (**A**) To generate cardiomyocyte-specific *Immt* gene-deleted mice (*Immt^fl^*^/*fl-Myh6-Cre*^), loxP site-targeted *Immt* mice were crossed with αMHC promoter (Myh6)-driven Cre transgenic mice. *Immt*^+/+*-Myh6-Cre*^ mice were used as a control. (**B**) Western blots of Mic60, Mic19, Sam50, Mic26, and Mic27 from hearts of *Immt^fl^*^/*fl-Myh6-Cre*^ mice and controls at 8 weeks of age. Glyceraldehyde 3-phosphate dehydrogenase (GAPDH) was run as a control for protein loading and western conditions. Numbers indicate molecular weight (kDa). (**C**) Representative immunohistochemical images of Mic19 (red) and wheat germ agglutinin (WGA) for membrane staining (green) in heart sections from control or *Immt^fl^*^/*fl-Myh6-Cre*^ mice at 8 weeks of age. Scale bar is 10 µm. (**D**) Survival rate of the *Immt^fl^*^/*fl-Myh6-Cre*^ mice versus control after birth. (**E**) Whole heart histological image for the 2 genotypes of mice shown at 8 weeks of age, stained for Alexa Fluor 488-conjugated wheat germ agglutinin (WGA). Scale bar is 1 mm. (**F**) Ejection fraction (EF) by echocardiography at 8 weeks of age; *n* = 12 in control and *n* = 10 in *Immt^fl^*^/*fl-Myh6-Cre*^. *: *p* = 0.002 vs. control. (**G**,**H**) Ventricular weight/body weight ratio (VW/BW) (**G**), and lung weight/body weight ratio (LW/BW) (**H**) at 8 weeks of age; *n* = 12 in control and *n* = 9 in *Immt^fl^*^/*fl-Myh6-Cre*^. *: *p* < 0.005 vs. control. (**I**) Representative images of tetramethylrhodamine ethyl ester (TMRE)-stained adult cardiomyocytes isolated from hearts of the indicated genotype of mice at 8 weeks of age. Scale bar is 50 µm. (**J**) Representative heart images of transmission electron microscope (TEM) at 8 weeks of age from the indicated genotypes of mice. White arrows indicate mitophagy. Scale bars are shown in the figure panels. Data are scatter plot and bar with mean ± SEM (**F**–**H**).

**Figure 2:**
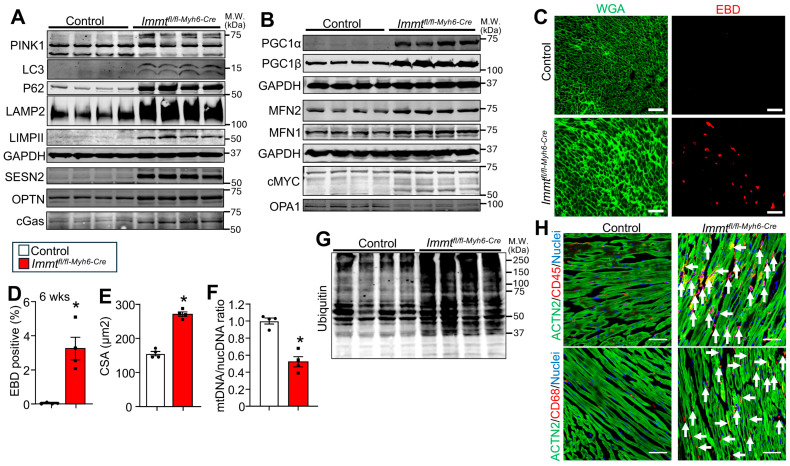
Characterization of heart-specific *Immt* gene-deleted mice. (**A**) Western blots of autophagy-associated proteins from hearts of *Immt^fl^*^/*fl-Myh6-Cre*^ mice versus control at 8 weeks of age. (**B**) Western blots of proteins involved in mitochondrial biogenesis and fusion from hearts of *Immt^fl^*^/*fl-Myh6-Cre*^ mice versus control at 8 weeks of age. Numbers indicate molecular weight (kDa). GAPDH is used as a loading control. (**C**) Representative heart histological images of Evans blue dye (EBD) and Alexa Fluor 488-conjugated wheat germ agglutinin (WGA) for membrane staining (green) in heart sections from *Immt^fl^*^/*fl-Myh6-Cre*^ mice versus control at 6 weeks of age. Scale bar is 100 µm. (**D**) Quantification of the EBD uptake; *n* = 4 in both groups. *: *p* = 0.0028 vs. control. (**E**) Quantification of cardiomyocyte cross-sectional area (CSA) in hearts of *Immt^fl^*^/*fl-Myh6-Cre*^ mice versus control at 8 weeks of age; *n* = 4 in both groups. *: *p* < 0.0001 vs. control. (**F**) Quantification of mitochondrial DNA (mtDNA)/nuclear DNA (nucDNA) ratio in hearts of control versus *Immt^fl^*^/*fl-Myh6-Cre*^ mice at 8 weeks of age; *n* = 4 in both groups. *: *p* < 0.0005 vs. control. (**G**) Western blot of ubiquitinated proteins from hearts of *Immt^fl^*^/*fl-Myh6-Cre*^ mice versus control at 8 weeks of age. Numbers indicate molecular weight (kDa). (**H**) Representative heart immunohistological images from *Immt^fl^*^/*fl-Myh6-Cre*^ mice versus control at 8 weeks of age, stained for sarcomeres in green (ACTN2), CD45 or CD68 inflammatory cells in red, or nuclei in blue. The white arrows show the position of CD45 or CD68 cells. Scale bars are 50 µm. Data are scatter plot and bar with mean ± SEM (**D**–**F**).

**Figure 3:**
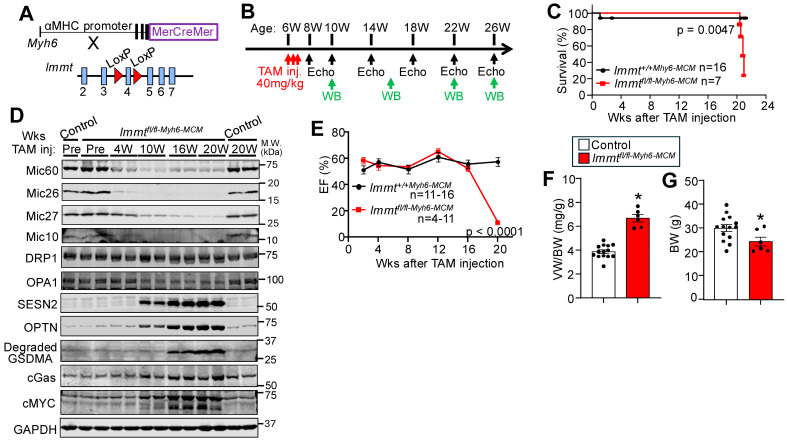
Generation and analysis of heart-specific and adult deletion of *Immt*. (**A**) To generate inducible cardiomyocyte-specific *Immt* knockout (*Immt^fl^*^/*fl-Myh6-MCM*^) mice, loxP site-targeted *Immt* mice were crossed with αMHC promoter (Myh6)-driven MerCreMer transgenic mice. (**B**) Experimental timeline on *Immt^fl^*^/*fl-Myh6-MCM*^ mice and controls. To delete *Immt* locus, 40 mg/kg body weight of tamoxifen (TAM) was injected intraperitoneally 3 times every other day and the mice were analyzed over the time line given by echocardiography or Western blotting. (**C**) Survival rate after TAM injection in the indicated genotypes of mice. (**D**) Protein levels of Mic60, Mic26, Mic27, Mic10, DRP1 and OPA1 mitochondrial proteins in hearts of the 2 groups of mice at each of the different time points shown after tamoxifen administration (TAM). Also shown are autophagy and mitophagy proteins SESN2, OPTN, degraded GSDMA, cGas, and the mitochondrial biogenesis gene cMYC. Glyceraldehyde 3-phosphate dehydrogenase (GAPDH) is used as a loading control. (**E**) Time course of ejection fraction (EF) measured by echocardiography in the 2 genotypes of mice shown. (**F**) Ventricular weight/body weight ratio (VW/BW) and (**G**) body weight (BW) at 20 weeks after TAM injection in control and *Immt^fl^*^/*fl-Myh6-MCM*^ mice; *n* = 14 in control and *n* = 6 in *Immt^fl^*^/*fl-Myh6-MCM*^ mice. *: *p* < 0.001 vs. control. Data are scatter plot and bar with mean ± SEM (**F**,**G**).

**Figure 4:**
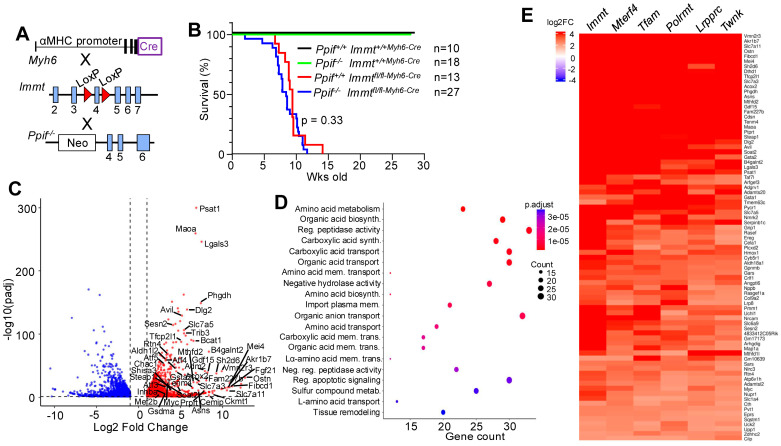
Phenotypes of heart-specific *Immt* gene-deleted mice. (**A**) To generate *Immt* and *Ppif* double gene deletion, *Mic60^fl^*^/*fl-myh6-Cre*^ mice were crossed with *Ppif* gene-deleted mice. (**B**) Survival rate of *Ppif*^+/+^ *Immt*^+/+*-Myh6-Cre*^, *Ppif^−/−^ Immt*^+/+*-Myh6-Cre*^*, Ppif*^+/+^ *Immt^fl^*^/*fl-myh6-Cre*^, *Ppif*^−/−^ *Immt^fl^*^/*fl-Myh6-Cre*^ mice after birth. (**C**) Volcano plot of bulk RNA-seq comparing heart gene expression in *Immt*^+/+*-Myh6-MCM*^ and *Immt^fl^*^/*fl-Myh6-MCM*^ mice. Mitochondrial stress response gene names are also indicated. The red dots show selected genes that are significantly increased in expression while the blue dots show genes that are significantly decreased in mRNA expression. (**D**) Top 20 enriched GO-biological process terms with upregulated genes in *Immt^fl^*^/*fl-Myh6-MCM*^ mouse hearts compared to *Immt*^+/+*-Myh6-MCM*^ control hearts. (**E**) Heat map of universal mitochondria stress response genes (81 genes) identified by cross-referencing hearts of cardiomyocyte-specific *Immt*, *Twnk*, *Tfam*, *Lrpprc*, *Mterf4* and *Polrmt* gene-deleted mice.

**Figure 5:**
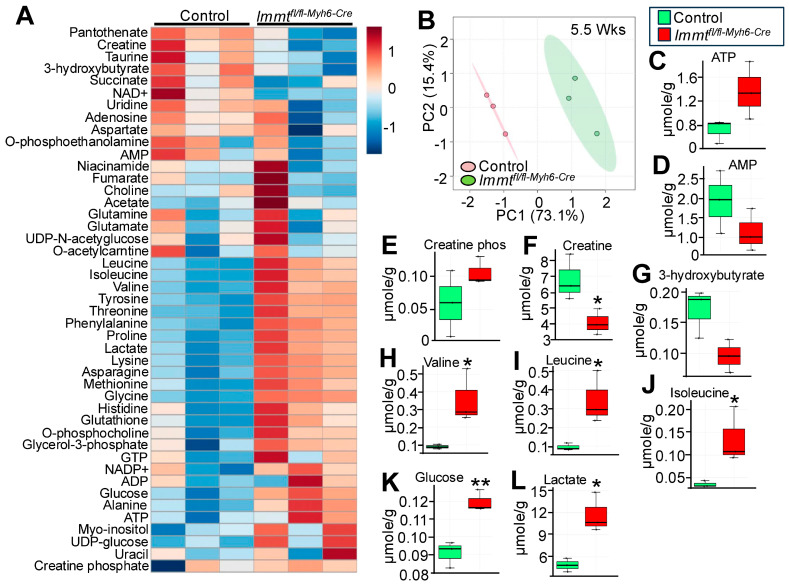
Metabolome analysis of *Immt^fl^*^/*fl-myh6-Cre*^ hearts at 5.5 weeks of age. (**A**) Heat map of 45 metabolites quantified in all 6 samples, including 3 *Mic60*^+/+*-Myh6-Cre*^ hearts (Control) and 3 *Mic60^fl^*^/*fl-Myh6-Cre*^ hearts. (**B**) Principal component analysis of the 2 genotypes of mice and the metabolic signature. (**C**,**D**) ATP (**C**) and AMP (**D**) levels. (**E**,**F**) Creatine phosphate (**E**) and creatine (**F**) levels. *: *p* < 0.05 vs. control. (**G**) The 3-hydroxybutyrate levels. (**H**–**J**) Valine (**H**), leucine (**I**), and isoleucine (**J**) levels. *: *p* < 0.05 vs. control. (**K**,**L**) Glucose (**K**) and lactate (**L**) levels. *: *p* < 0.05 vs. control. **: *p* < 0.01 vs. control; *n* = 3 in both groups. Data are shown as box and whisker plots with median line and scatter plot (**C**–**L**).

## Data Availability

The data presented in this manuscript are openly available. The raw RNA-seq expression data were submitted to the Gene Expression Omnibus (GEO) at https://www.ncbi.nlm.nih.gov/geo (accessed on 2 March 2026) with an accession number of GSE312894 and GSE322575. All other data are contained within the manuscript or Supplementary Materials.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells15060505/s1, Figure S1: Transmission EM of heart images from *Immt^fl^*^/*fl-Myh6-Cre*^ mice at 8 weeks of age. (A) Region of tissue with widespread mitochondrial necrosis and mitophagy with irregular structures as shown in Figure 1. (B) Some regions of heart tissue show complete loss of mitochondria as noted with white arrowheads. (C) Some areas of heart tissue show areas of mitochondrial inner membranes that form blind parallel sacs or unconnected circles shown by white arrows. (D) Some areas of heart tissue show areas of IMM that from massive, repeated stacks with no lumen, as shown by yellow arrows. The scale bars are shown at the bottom of each panel; Figure S2: Mitochondrial stress response. The most highly upregulated genes from hearts of the cardiac-specific *Immt* gene deleted mice (KO) versus wildtype mice (WT) at 20 weeks after tamoxifen injection. The figure shows the gene name, gene description, raw RNA counts of KO and WT samples, log_2_-fold change, *p* value, and a description of the role that the gene plays in the mitochondrial stress response or metabolism; Figure S3: Heat map of differential gene expression in the hearts of *Immt^fl^*^/*fl-Myh6-MCM*^ mice at 16 versus 26 weeks of age (10 versus 20 weeks after tamoxifen treatment). The same 81 genes shown in Figure 4E are shown again from the heart specific *Immt* gene deleted mice at 26 weeks of age that were in heart failure (Figure 3E), but compared against RNA sequencing from hearts of *Immt* heart-specific deleted mice at 16 weeks of age when the mice are still fully compensated with no reduction in cardiac function (Figure 3E). Approximately 57 of the 81 genes were induced in the hearts of mice at 16 weeks of age, while 24 genes were not yet detected. This suggests that the first 57 induced genes at the 16-week time point represent the immediate early mitochondrial stress response genes that preceded loss of cardiac function or overt pathology, but that the majority of the induced genes are the same and even the same relative level of total induction versus control hearts; File S1: Original Western blot full size images showing the bands used in each of the Western blots throughout the paper, so that the identity of the protein bands in question can be verified and the size also inferred.

# Supplementary material for: Heart-Specific and Conditional Deletion of the Immt Gene Reveals Its Role in Regulating Mitochondrial Structure and Total Heart Metabolism
**Source:** Cells. 2026 Mar 12;15(6):505. doi: 10.3390/cells15060505
**Supplement:** Supplementary file 1

Supplementary Figure S1

A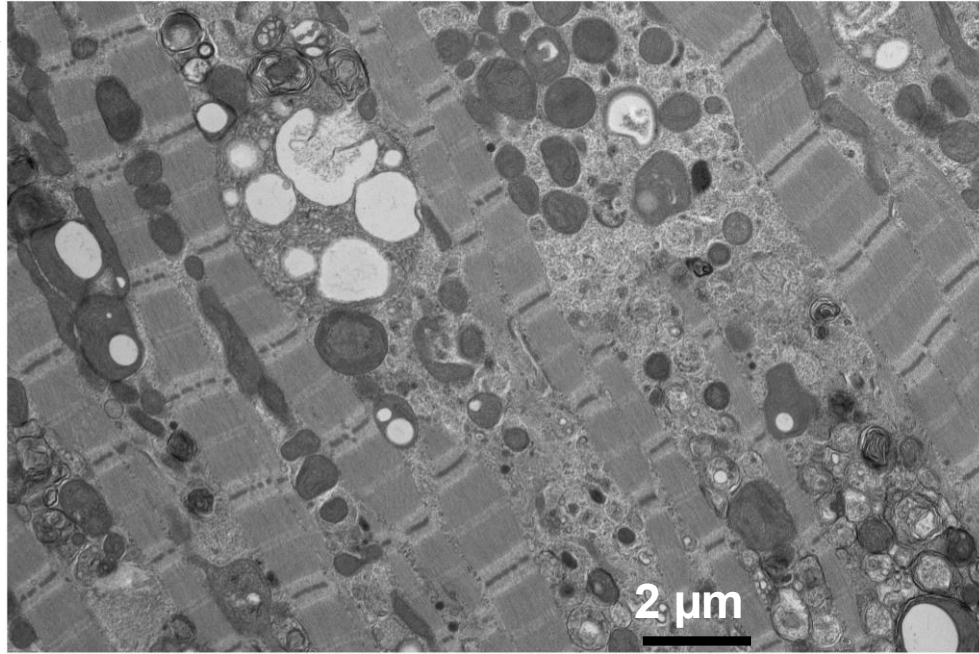**B**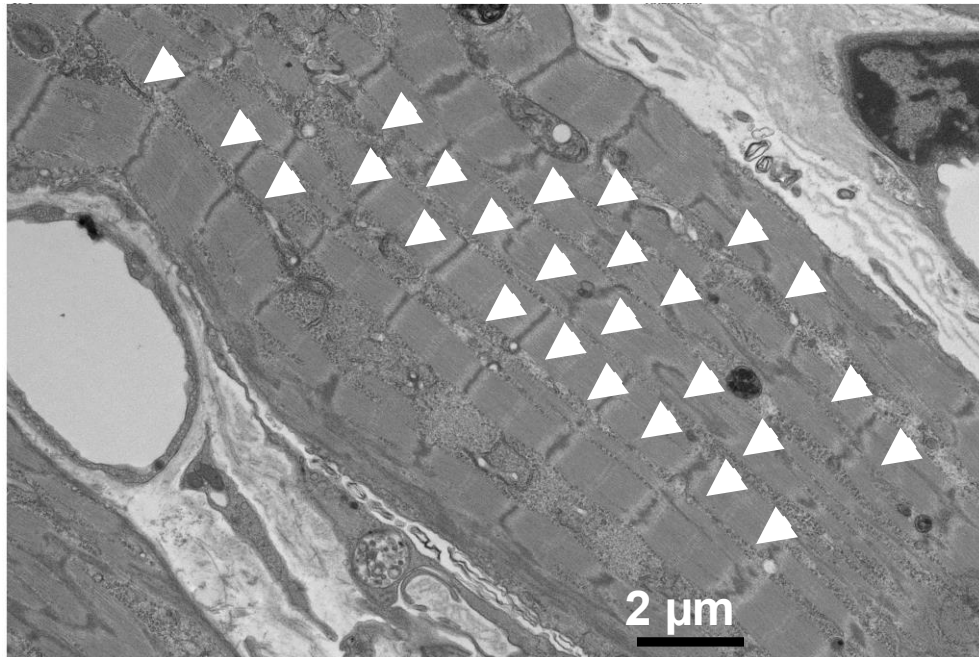**C**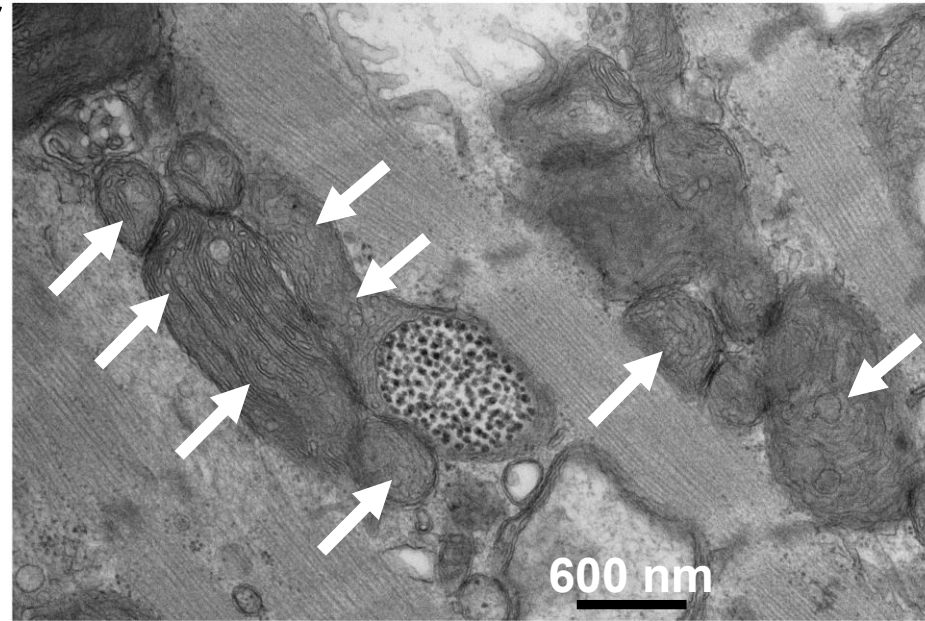**D**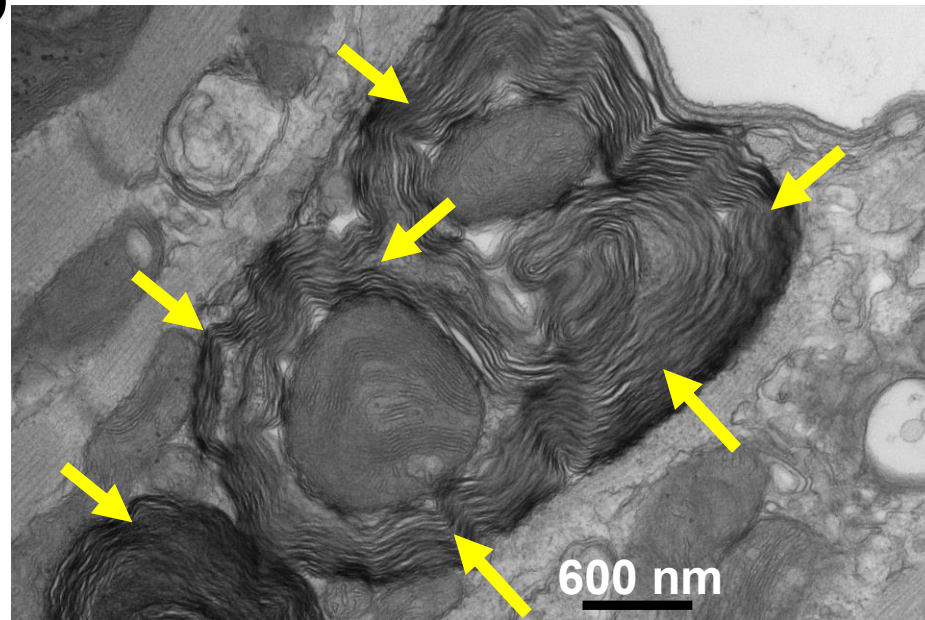

Supplementary Figure S1.
Transmission EM of heart images from *Immt^{fl/fl}-Myh6-Cre* mice at 8 weeks of age. (A) Region of tissue with widespread mitochondrial necrosis and mitophagy with irregular structures as shown in Figure 1. (B) Some regions of heart tissue show complete loss of mitochondria as noted with white arrowheads. (C) Some areas of heart tissue show areas of mitochondrial inner membranes that form blind parallel sacs or unconnected circles shown by white arrows. (D) Some areas of heart tissue show areas of IMM that form massive, repeated stacks with no lumen, as shown by yellow arrows. The scale bars are shown at the bottom of each panel.

Supplementary Figure S2.

Gene name	Gene Description	KO	WT	Log-2	P value	Role in mitochondrial biology or mito stress
				Fold		
Ostn	osteocrin	5099	0.77	12.66	7.30E-32	musclin enhances physical endurance by promoting mito biogenesis. KO mice have muscle energy defect, less mito
Fibcd1	fibrinogen C domain containing 1	495.5	0	11.16	2.55E-18	myokine that preserves myofiber size. Autosomal recessive muscular dystrophy in humans with homozygous mutation
Fgf21	fibroblast growth factor 21	395.9	0	10.83	5.79E-17	cytokine that can be induced by mitochondrial stress and to communicate mitochondrial stress with distant tissues
Mei4	meiotic double-stranded break formation protein 4	338.6	0	10.61	1.54E-16	loss of mei4 leads to defects in mitochondrial function and morphology, specifically in the context of cell division
Slc7a11	solute carrier family 7, member 11	3351	2.26	10.52	6.42E-12	cystine/glutamate antiporter for redox homeostasis and antioxidant defense by cystine uptake and glutathione synthesis
Sh2d6	SH2 domain containing 6	1203	1.99	9.257	1.44E-38	disrupting the SH2D6 gene leads to mito dysfunction, highlighting its importance in maintaining healthy mito function
Gdf15	growth differentiation factor 15	10660	36.5	8.188	6.82E-40	GDF15 distinguish patients with primary mito myopathy from other myopathies, including metabolic myopathies
Fam227b	family with sequence similarity 227, member B	520.7	1.9	8.055	1.43E-27	interacts with subunits of mito ATP synthases, which are crucial for energy production
Adm2	adrenomedullin 2	744.5	3.03	7.893	1.92E-42	expression is induced by various stressors, regulated by ATF4 and induced by mito respiration chain inhibition.
Ptptr	protein tyrosine phosphatase, receptor type, T	1182	8.54	7.109	9.28E-12	receptor-type protein tyrosine phosphatases (RPTPs), and its loss leads to changes in mitochondrial morphology and function
Slc7a3	solute carrier family 7, member 3	2353	18.6	6.977	3.29E-24	sodium-independent transport of cationic amino acids, which is induced when mitochondrial aerobic metabolism is inhibited.
Psat1	phosphoserine aminotransferase 1	13498	116	6.864	1.05E-303	involved in serine biosynthesis to regulate mito function and metabolism by production of α -ketoglutarate for glycolysis
Maoa	monoamine oxidase A	28665	262	6.775	4.19E-260	plays a role in regulating mito function and quality control, including processes like mito biogenesis, function, and mitophagy
Bcat1	branched chain aminotransferase 1, cytosolic	2173	23.3	6.536	4.60E-90	influences mitochondrial biogenesis and function, especially in the growth and proliferation of certain cancers.
Mthfd2	methylenetetrahydrofolate dehydrogenase 2	15655	169	6.534	7.14E-25	mito regulator of folate-mediated one-carbon metabolism. Required for DNA synthesis, repair, and purine biosynthesis
Asns	asparagine synthetase	16256	189	6.426	1.25E-15	ATF4 target and crucial role in mito function and metabolism as asparagine signals active respiration to ATF4
Dlg2	discs large MAGUK scaffold protein 2	7735	142	5.77	1.12E-139	research suggests a link between DLG2 and mitochondrial function and neurodevelopmental disorders
Trib3	tribbles pseudokinase 3	7976	187	5.413	8.05E-102	expression changed in response to mitochondrial respiratory chain inhibition. Trib3KO mice increased adiposity.
Avil	advillin	3336	92.8	5.168	4.29E-130	linked with mitochondrial function, including mitochondrial dynamics and oxidative stress
Tfcp2l1	transcription factor CP2-like 1	2293	68.1	5.074	1.57E-88	Tfcp2l1-induced fatty acid oxidation is vital for the survival of embryonic stem cells under metabolic stress. in nucleoli and mito
Shisa3	shisa family member 3	3432	185	4.215	1.34E-08	regulation of Wnt/beta-catenin signaling, expression in breast cancer cells leads to a reduced mito activity, tumor suppression
Sesn2	sestrin 2	3616	210	4.109	5.85E-115	mito quality control by localizing on the outer mito membrane and regulating mitophagy pathways
Chac1	ChaC, cation transport regulator 1	2303	185	3.633	3.13E-46	upregulated to promote the mobilization of cysteine from glutathione to support the synthesis of Fe-S clusters within mito
Inhba	inhibin beta-A	1883	159	3.566	4.34E-07	induces state IV oxygen consumption in mitochondria, and causes shift from glycolytic to oxidative phosphorylation
Myc	myelocytomatosis oncogene	1738	153	3.505	4.95E-24	a key regulator of cell growth and metabolism, in part by playing a crucial role in mitochondrial biogenesis and function.
Rtn4	reticulon 4	58429	5257	3.474	2.17E-69	RTN4, along with CLIMP-63, plays a role in regulating mito structure and function, independent of its role in ER structure
Gsdma	gasdermin A	98.11	8.79	3.466	1.34E-06	can disrupt both the inner and outer mito membranes, releasing mito proteins and DNA leading to pyroptotic cell death
Atf4	activating transcription factor 4	23447	2514	3.221	2.76E-59	promotes enhanced mito networking, protein handling, and the capacity for clearance. Regulates mito biogenesis
Aldh1l2	aldehyde dehydrogenase 1 family, member L2	5855	629	3.218	6.34E-61	It affects metabolites relevant to β -oxidation of fatty acids, with increased acylcarnitines and Krebs cycle intermediates
Atf3	activating transcription factor 3	1777	218	3.026	3.09E-17	ATF3 can both negatively and positively influence mitochondrial function depending on the cellular context.
Atf5	activating transcription factor 5	18935	2335	3.019	5.11E-52	regulates the mito unfolded protein response and expression of mito proteostasis genes, protects from mito stress

Supplementary Figure S2. Mitochondrial stress response. The most highly upregulated genes from hearts of the cardiac-specific *Immt* gene deleted mice (KO) versus wildtype mice (WT) at 20 weeks after tamoxifen injection. The figure shows the gene name, gene description, raw RNA counts of KO and WT samples, log2-fold change, P value, and a description of the role that the gene plays in the mitochondrial stress response or metabolism.

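The table lists 31 genes with a mean expression in each group, a log2-fold change and a p value. Set beside the authors' deposited comparison with a tolerance of 2%, its values labelled raw counts equal the means of the size-factor-normalized counts for 31 of 31 genes in both groups, and equal the means of the raw counts for 0 genes in the KO group and 3 genes in the WT group. The log2-fold changes equal the deposited ones for 31 genes, and the p values equal the deposited adjusted p-values for 31 genes. Size-factor normalization divides the counts of each library by 1 number, so that libraries of different depth can be compared. *Ptptr* in the table was read as *Ptprt*, the symbol in the deposited data.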

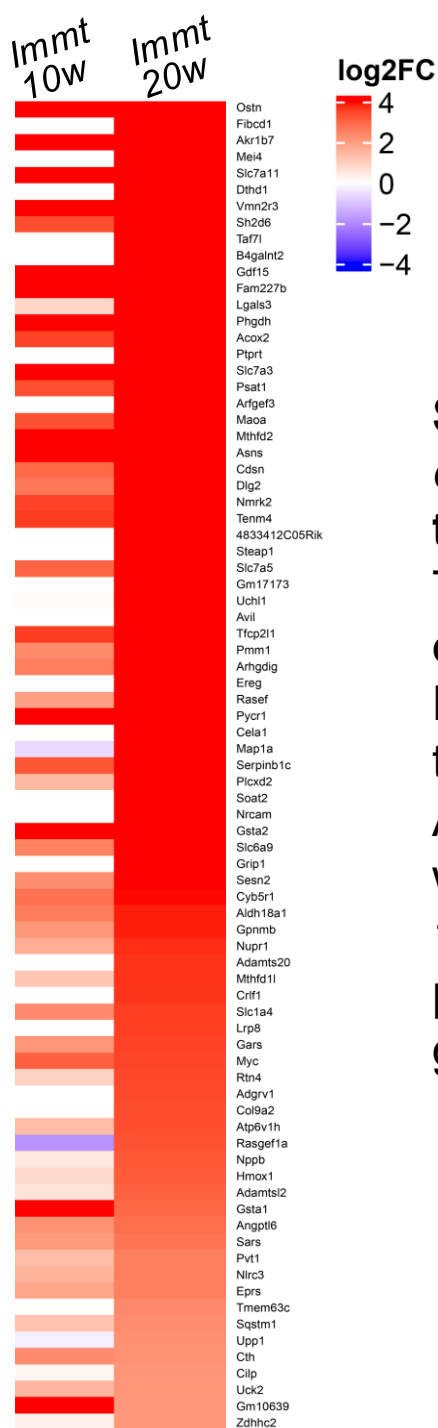

Supplementary Figure S3. Heat map of differential gene expression in the hearts of *Immt*^{fl/fl}-Myh6-MCM mice at 16 versus 26 weeks of age (10 versus 20 weeks after tamoxifen treatment).

The same 81 genes shown in Figure 4E are shown again from the heart specific *Immt* gene deleted mice at 26 weeks of age that were in heart failure (Fig. 3E), but compared against RNA sequencing from hearts of *Immt* heart-specific deleted mice at 16 weeks of age when the mice are still fully compensated with no reduction in cardiac function (Fig. 3E).

Approximately 57 of the 81 genes were induced in the hearts of mice at 16 weeks of age, while 24 genes were not yet detected. This suggests that the first 57 induced genes at the 16-week time point represent the immediate early mitochondrial stress response genes that preceded loss of cardiac function or overt pathology, but that the majority of the induced genes are the same and even the same relative level of total induction versus control hearts.

How the deposited data were processed for this re-analysis (not part of the article)

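RNA was sequenced from the hearts of 3 *Immt fl* /*fl-Myh6-MCM mice and 3 *Immt* +/+*-Myh6-MCM mice, 20 weeks after tamoxifen, with 1 library per mouse. The sample labels list STAR 2.7.11, SAMtools 1.22.1, featureCounts of Subread 2.1.1 and edgeR 4.0.16 with the builds GRCm38 and mm10, and the role of each tool, the strand setting and the handling of molecular identifiers are not given in the sources used here. *Ostn*, *Nppa*, *Ckmt2*, *Ckmt1*, *Immt* and *Ces1d* overlap other annotated genes, so the strand setting could move some of their counts.

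The authors deposited raw counts per gene for each library, and these were the input of every comparison. The authors also deposited a signal per library, the counts divided by 1 size factor for each library, with the mean of that signal in each group. The deposited FPKM values were made by the authors per kilobase of gene length and per effective library size, and were not used here. The deposited log2 fold changes of the authors compare the *Immt fl* /*fl-Myh6-MCM hearts with the control hearts. The deposited p-values and adjusted p-values of the authors belong to that same comparison, and their tool is not given in the sources used here. A DESeq2 Wald test run on the counts gave log2 fold changes with a correlation of 0.999997 with the deposited ones, across genes, and the largest difference of log10 p was 7.45e-05. The deposited adjusted p is 1 for 5773 genes, the same genes that DESeq2 left without an adjusted p. The deposited comparison served as the authors' own values and not as a result.

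Of 27021 genes, 17146 passed edgeR's filterByExpr (minimum count 10, minimum total count 15). Counts were normalized by TMM, with factors of 0.8835 to 0.9389 in control hearts and 1.036 to 1.142 in *Immt fl* /*fl-Myh6-MCM hearts. The groups were compared with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with robust dispersion and a prior count of 0.125, and p-values were adjusted by Benjamini-Hochberg over the genes tested. A standard error is the log2FC divided by the square root of F. Upper-quartile factors move the median log2FC of all genes by -0.104. In the file, 24 gene names that had turned into dates were restored from their identifiers, and 35 entries share a gene name with another.

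The median depth was 42979624 counts in control hearts and 51634662 counts in *Immt fl* /*fl-Myh6-MCM hearts. The 10 most abundant genes took 26.3% of the counts in control hearts and 12.0% in *Immt fl* /*fl-Myh6-MCM hearts. Where a group had 0 counts, the fold is a lower bound against a floor of 3 counts over the group, and leaving out a library of that group lowers the bound in proportion to its depth. Other ratios of pooled counts have a 95% exact binomial interval, which covers counting error only and not the spread between hearts. Exact permutation tests of 3 hearts against 3 cannot go below p = 0.1.

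Of 41 gene lists, 35 were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2, and their p-values were adjusted over the 35 lists. The lists cover MICOS and its partners, autophagy and mitophagy, lysosomes, mitochondrial biogenesis, fusion and fission, chaperones and proteases, ATF4 targets, aminoacyl-tRNA synthetases, serine and 1-carbon metabolism, amino acid synthesis, amino acid transporters, glycolysis, the pentose phosphate pathway, glutathione, ketone bodies, fatty acid oxidation, the TCA cycle, nuclear-encoded and mitochondrially encoded respiratory chain genes, cell adhesion, membrane receptors, channels and transporters, cardiac stress, cell death, the interferon response and markers of cell types. The 5 lists taken from the paper's own genes and the list of sex-linked genes were counted and not tested. Of the list members, 755 were found and 3 were not.

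The genes to name were *Immt*, the genes that the paper names for RNA-seq or tabulates in Supplementary Figure S2, the 10 largest and the 10 smallest log2FC among called genes with a mean CPM of at least 1 and no overlap between the groups, the 5 smallest p-values in each direction, up to 4 members of each list with the smallest p, and the MICOS and sex-linked genes. The values of Supplementary Figure S2 had been seen when that rule was written. Some genes that this rule names are not reported here. *Past1* in the text was read as *Psat1*.

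The alternatives tried were RLE and upper-quartile factors, the Wald test of DESeq2 1.42.0, no filter and a strict filter (mean CPM of at least 1), the replicate number as a block, leaving out each library in turn, no fold threshold, adjustment over each list alone, camera with an estimated correlation and fry, which tests whether a list moves 1 way on balance, where camera compares it with other genes. Removing mitochondrially encoded genes and a term for the *Xist*-expressing hearts were added after the data were seen. With DESeq2, the list test was the form of camera that takes ready-made statistics, run on the Wald statistics of the genes with the preset correlation. The comparison was tested on simulated data of 16760 genes, 3 libraries against 3. With no fold threshold, edgeR called 59 of 100 genes changed 2-fold, 88 of 100 changed 4-fold, 5 of 30 changed 1.5-fold and 7 unchanged genes, 159 in all. DESeq2 called 163 of the 200 genes changed 2-fold or 4-fold, and 49 unchanged genes. Of 100 unchanged lists, 1 had a p under 0.05. The simulated genes were drawn independently of one another. The simulation therefore does not show how the list test behaves where the genes of a list are correlated. GO enrichment, the hearts collected 10 weeks after tamoxifen and the 5 other knockout models were not analysed here.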

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

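The tests of *Esr1*, of mitochondrially encoded genes and of atrial markers, and the counts of genes in other divisions of the hearts, were chosen after those results were seen, and *A1cf*, *Myh6*, *Myl3* and *Myl7* were picked after their values were seen.

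The paper does not discuss *Esr1*, whose log2FC of -10.48 (1410 times lower in pooled counts, or 2890 times without *Immt fl* /*fl-Myh6-MCM replicate 1) was far outside the spread of either group. The *Myh6* promoter drives the transgene, and *Myh6* itself had a log2FC of -0.90 (standard error 0.174), which argues against lower promoter activity as the whole cause. The lowest cardiomyocyte marker, *Myl3*, had a log2FC of -2.16, which argues against a loss of cardiomyocytes as the whole cause of a fall as large as that of *Esr1*. *A1cf*, where the paper places the transgene, had 156, 7 and 115 counts in control hearts and 2, 2 and 6 counts in *Immt fl* /*fl-Myh6-MCM hearts (log2FC -5.26 with no filter), but the control heart with 7 counts had the most *Esr1* counts, so *A1cf* does not track *Esr1* within the controls. Another Cre driver or a silenced transgene may explain *Esr1* and cannot be told apart, because the difference follows the groups, and no biological explanation was tested.

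Mitochondrially encoded protein genes, which the paper does not report, had a median log2FC of -1.69. With TMM, RLE, upper-quartile and total-count scaling the median was -1.43 or lower, which argues against the scaling of the libraries. A lower share of cardiomyocytes would raise the markers of other cell types alike. The median of 14 macrophage markers lay 1.03 above that of 10 endothelial markers on the log2 scale (two-sided exact rank-sum test across genes, p = 5.04e-04). The endothelial median itself was -0.38. That p treats marker genes as independent and does not measure the spread between hearts. Macrophage markers can also rise with inflammation, which the paper reports in *Immt fl* /*fl-Myh6-Cre hearts, so the difference does not decide the question. Cardiomyocyte markers had a median log2FC of -0.90, with 5 of 11 lower. The paper reports a loss of mitochondrial DNA in hearts of younger *Immt fl* /*fl-Myh6-Cre mice, and mitochondrial DNA was not measured in the hearts used here. A loss of mitochondrial DNA, a lower share of cardiomyocytes and the genotype stay open as explanations. The genotype was not tested apart from heart failure.

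Atrial cardiomyocyte markers had a median log2FC of 2.73, with 4 of 5 tested genes higher and 1 lower when adjusted over the list alone (adjusted p = 0.0174 from camera and 0.35 with an estimated correlation). They included *Bmp10*, which the study also picked from these hearts, *Nppa* (2.85), *Dkk3* (2.73) and *Myl4* (1.88). Atrial tissue would bring the abundant atrial light chain *Myl7*, which averaged 0.195 CPM in *Immt fl* /*fl-Myh6-MCM hearts, against 220 CPM of *Bmp10*. No biological explanation was tested.

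Cytosolic aminoacyl-tRNA synthetases, which the paper does not discuss, had a median log2FC of 1.74, and 6 of them are also on the list of ATF4 targets. Neutrophil markers had a median log2FC of 5.17, or 4.19 with *Retnlg* at its lower bound, with 4 of 4 tested genes higher and 4 adjusted over the list alone (adjusted p = 0.008 from camera and 0.24 with an estimated correlation). Only 4 of the 9 members of that list were tested. *Retnlg*, with 0 counts in the control hearts, passed the filter through the *Immt fl* /*fl-Myh6-MCM hearts alone, and the study also picked it from these hearts. *S100a8* was 112 times higher (30.9 to 932), or 74.2 times without control replicate 2, at least 49.1-fold without control replicate 3 and 51.7 times without *Immt fl* /*fl-Myh6-MCM replicate 3, and *S100a9* lost its call from edgeR without control replicate 2 (0.095), control replicate 3 (0.0695), *Immt fl* /*fl-Myh6-MCM replicate 1 (0.058) or *Immt fl* /*fl-Myh6-MCM replicate 3 (0.11), with DESeq2 (0.0618), which called 3 of the 4 and 2 members below the filter, with no filter (0.15), with the replicate block (0.0707) and with the term for *Xist*-expressing hearts (0.0832), and its log2FC was 3.71, or 6.40 without control replicate 1, 3.12 without control replicate 3 and 2.59 without *Immt fl* /*fl-Myh6-MCM replicate 3.

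The 6 hearts can be divided into 3 and 3 in 10 ways, too few for a share under 0.05. Each division other than the real one mixes the genotypes within both groups, which adds their difference to the spread within a group. Few calls there thus do not measure how many arise by chance. Part of the difference also stays between such groups, so lists can pass there because of it. The real division was the 1 with the most calls, at 3517 genes against at most 2 in another division. For genes higher it was 1 of 10, at 1699 against at most 2, for genes lower 1 of 10, at 1818 against at most 2, and for genes with a log2FC over 2 it was 1 of 10, at 665 against at most 2. For gene lists past their threshold it was 1 of 10, at 20 lists against at most 17.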

How the results depend on the processing

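Removing the mitochondrially encoded genes and adding a term for the *Xist*-expressing hearts were the alternatives chosen after the values were seen.

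The number of genes higher was 1420 to 1913 and lower 1553 to 2129, and with a log2FC over 2 it was 451 to 825, under RLE or upper-quartile factors, DESeq2, no filter and the strict filter, and 1574 and 1682 with the replicate block. Hearts of the same number were not paired, since their correlations were -0.0376 to 0.0141 and not every heart correlated best with its own number. Leaving out each library gave 1535 to 1752 higher, 1494 to 1761 lower and 625 to 749 with a log2FC over 2. With no fold threshold, 3418 were higher and 3172 lower, by construction. No gene called in the main comparison was called in the opposite direction under an alternative. Judged by the adjusted p alone, with no fold threshold, 2642 of 2740 results for named genes were the same. Of the others, 86 lost an adjusted p under 0.05, 12 gained one and 0 reversed direction.

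With an estimated correlation the list tests no longer passed, at 0.35 for autophagy, 0.237 for lysosomes, 0.476 for biogenesis, 0.172 for ATF4 targets, 0.243 for amino acid transporters, 0.543 for fatty acid oxidation and 0.315 for membrane genes. The estimated correlations of these lists were 0.046 to 0.573, above the preset 0.01. Neutrophil markers (0.00994) and the pentose phosphate pathway (-0.0152) had lower ones and did not pass either, so the size of the correlation does not account for every loss. With the list test run on its Wald statistics and not on log2 CPM, DESeq2 gave 0.0534 for biogenesis, 5.48e-14 for 1-carbon metabolism and 2.51e-11 for amino acid synthesis. No filter gave 0.028 and 0.0327 for the last 2, upper-quartile factors gave 0.044 for 1-carbon metabolism, and fry, which tests whether a list moves 1 way on balance and does not compare it with other genes, gave 0.000165 for both, 0.016 for glycolysis, 0.0118 for cardiac stress genes and 0.0558 for macrophage markers. Leaving out each library gave 0.0195 to 0.0554 for autophagy, 0.00181 to 0.0678 for biogenesis and 0.0341 to 0.126 for 1-carbon metabolism. The cause of the shifts other than those with an estimated correlation was not tested.

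Leaving out each library moved the number lower to 1 to 4 for biogenesis, 0 to 1 for ATF4 targets (1 without control replicate 2 or *Immt fl* /*fl-Myh6-MCM replicate 2), 0 to 1 for amino acid transporters (1 without *Immt fl* /*fl-Myh6-MCM replicate 3), 7 to 12 for fatty acid oxidation and 2 to 4 for adhesion, and the number higher to 1 to 2 for fatty acid oxidation and 1 to 2 for membrane genes. Upper-quartile factors gave 4 lower for biogenesis and 1 for ATF4 targets. The number higher for fatty acid oxidation was 2 with DESeq2, 2 with the strict filter and 2 adjusted over the list alone with the fold threshold, and for membrane genes 2 with DESeq2 and 2 with no filter. The cause was not tested.

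Depth limits *Vgf*, *Lep* and *Adrb3*, at 55, 32 and 32 pooled counts. The planned limma test on normalized values did not apply, since raw counts were deposited, and was not run.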

Differences from the paper's values

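No test was added after the result was seen. The paper labels 2 columns of Supplementary Figure S2 as raw counts, and with a tolerance of 2% they equal the deposited normalized means for 31 of 31 genes. Its P value column equals the deposited adjusted p-values for 31 genes.

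The paper states that *Ckmt2* was induced by the loss of Mic60. Of the 6 genes it names there, 5 were higher and *Ckmt2* was lower, with a log2FC of -2.20, and *Ckmt1*, the other mitochondrial creatine kinase, had a log2FC of 8.71, and was at least 751-fold higher without control replicate 3, which held all its control counts, and 284 times higher without control replicate 2.

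The paper states that genes of mitochondrial biogenesis were induced. The 23 genes tested are a list fixed here and not the paper's own, and of them 1 was higher and 2 were lower. Among the transcriptional regulators that the paper names, *Myc* and *Atf4* were higher, with log2FC of 3.50 and 3.22. The paper also reports more PGC1α, PGC1β and cMYC protein in hearts of younger *Immt fl* /*fl-Myh6-Cre mice. It reports more cMYC protein in *Immt fl* /*fl-Myh6-MCM hearts as well, and protein was not measured here.

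The paper proposes a greater influx of ketones. Of 11 genes of ketone body metabolism, 2 were higher and 3 lower, with *Slc16a6* at a log2FC of 1.78 and *Oxct1* at -1.16.

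The paper names *Vgf*, *Lep* and *Adrb3* among the most changed genes. They were not tested with the filter on low counts, and were called with no filter (log2FC 6.95, 6.22 and 6.22) and with DESeq2 (6.10, 5.37 and 5.37).

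For *Fibcd1* and *Mei4*, with 0 counts in the control hearts, the paper gives log2-fold changes of 11.16 and 10.61. The fitted log2FC here were 11.99 and 11.44, which at 0 control counts rest on the prior count, and were at first counted as differences. These genes were then judged by their lower bounds, at least 424-fold and 288-fold higher, and are not counted as differences.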

Other observations

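No test of these lists was chosen after its result was seen, apart from the term for the *Xist*-expressing hearts.

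Of 10 cardiac stress and fetal genes, 6 were higher and 2 lower, and adjusted over the list alone 6 were higher and 3 lower (adjusted p = 0.188 from camera, 0.0123 with DESeq2 and 0.476 with an estimated correlation). *Xirp2* (log2FC 2.07) and *Rcan1* (1.76) rose, and *Pln* (-2.15) and *Atp2a2* (-1.53), which control calcium uptake, fell.

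Of 19 cell death and inflammasome genes, 8 were higher, and adjusted over the list alone 11 were higher and 1 lower (adjusted p = 0.0402 from camera and 0.35 with an estimated correlation). The p was 0.0643 without *Immt fl* /*fl-Myh6-MCM replicate 1, 0.0795 without replicate 3 of that group, 0.127 with the strict filter and 0.0719 with the term for *Xist*-expressing hearts. The number higher was 5 without control replicate 3 or *Immt fl* /*fl-Myh6-MCM replicate 1, and 1 was lower without *Immt fl* /*fl-Myh6-MCM replicate 3. *Bax* had a log2FC of 1.28.

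Of 18 genes of cGAS-STING and the interferon response, 5 were lower, and 8 adjusted over the list alone (median log2FC -0.73, adjusted p = 0.00143 from camera and 0.315 with an estimated correlation). *Ifi44* (-1.48), *Rsad2* (-1.39) and *Stat2* (-1.13) fell, and the number lower was 3 without control replicate 1 or control replicate 3 and 3 with the replicate block.

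Of 14 macrophage markers, 2 were higher, and 3 adjusted over the list alone (adjusted p = 0.0256 from camera, 0.0643 without *Immt fl* /*fl-Myh6-MCM replicate 1 and 0.537 with an estimated correlation). The number higher was 6 without *Immt fl* /*fl-Myh6-MCM replicate 3, and *Cd14* had a log2FC of 2.08. Of 8 lymphocyte markers, 2 were lower, *Ighm* (-2.52) and *Trac* (-2.15), and adjusted over the list alone edgeR called 0, with 1 higher and 2 lower at an unadjusted p under 0.05 and the same numbers with DESeq2 (adjusted p = 0.35 from camera). Without control replicate 1, control replicate 3, *Immt fl* /*fl-Myh6-MCM replicate 1 or replicate 2 of that group, or with the replicate block, the number lower was 0, without its replicate 3 it was 1, and 1 was higher without its replicate 1.

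Of 11 fibroblast markers, 2 were higher, and 2 adjusted over the list alone (median log2FC -0.01 and mean 0.31, adjusted p = 0.627 from camera). *Postn* had a log2FC of 2.44, and 1 was higher without any 1 of the control hearts or *Immt fl* /*fl-Myh6-MCM replicate 1 or 2, or with the replicate block, with 1 lower without replicate 1. Of 10 endothelial markers, *Vwf* was higher (1.17), and adjusted over the list alone 1 was higher and 5 lower (adjusted p = 0.141 from camera). The number higher was 0 without *Immt fl* /*fl-Myh6-MCM replicate 2, and 1 was lower without replicate 1 of that group. Of 9 smooth muscle and pericyte markers, 1 was higher and 2 lower, and adjusted over the list alone 1 and 3 (adjusted p = 0.19 from camera), with *Abcc9* at -1.74 and 0 higher without *Immt fl* /*fl-Myh6-MCM replicate 1.

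Of 2 tested adipocyte markers, edgeR and DESeq2 each called 0 of the 2, 0 had an unadjusted p under 0.05 and 0 passed adjusted over the list alone (adjusted p = 0.382 from camera), with 2 higher without control replicate 3. *Lep*, which is on that list and below the filter, was called higher with DESeq2 and with no filter. Of 6 erythroid markers, 2 were higher, and 2 adjusted over the list alone (adjusted p = 0.317 from camera). The number was 1 without control replicate 1, control replicate 3 or *Immt fl* /*fl-Myh6-MCM replicate 1, 0 without its replicate 2 and 5 without its replicate 3 (0.00146 from camera, where all libraries give 0.693 with an estimated correlation). Of 2 tested skeletal muscle markers, *Mylpf* was lower (-1.82, adjusted p = 0.0267 from edgeR, and 0.0592 to 0.0882 without any 1 library other than *Immt fl* /*fl-Myh6-MCM replicate 2 and 0.0523 with the replicate block), and 1 adjusted over the list alone (adjusted p = 0.441 from camera). *Tnni2* and *Myh1*, picked after their values were seen, are below the filter in the main comparison. *Tnni2* was called lower without control replicate 2 or *Immt fl* /*fl-Myh6-MCM replicate 1 or 3, and *Myh1* higher without control replicate 3, so the number lower was 0 without control replicate 1 or control replicate 3 and with the replicate block, and 2 with DESeq2 and with no filter.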
